# SUMOylation of ROR-γt inhibits IL-17 expression and inflammation via HDAC2

**DOI:** 10.1038/s41467-018-06924-5

**Published:** 2018-10-30

**Authors:** Amir Kumar Singh, Prashant Khare, Abeer Obaid, Kevin P. Conlon, Venkatesha Basrur, Ronald A. DePinho, K. Venuprasad

## Abstract

Dysregulated ROR-γt-mediated IL-17 transcription is central to the pathogenesis of several inflammatory disorders, yet the molecular mechanisms that govern the transcription factor activity of ROR-γt in the regulation of IL-17 are not fully defined. Here we show that SUMO-conjugating enzyme Ubc9 interacts with a conserved GKAE motif in ROR-γt to induce SUMOylation of ROR-γt and suppress IL-17 expression. Th17 cells expressing SUMOylation-defective ROR-γt are highly colitogenic upon transfer to Rag1^–/–^ mice. Mechanistically, SUMOylation of ROR-γt facilitates the binding of HDAC2 to the IL-17 promoter and represses IL-17 transcription. Mice with conditional deletion of HDAC2 in CD4^+^ T cells have elevated IL-17 expression and severe colitis. The identification of the Ubc9/ROR-γt/HDAC2 axis that governs IL-17 expression may open new venues for the development of therapeutic measures for inflammatory disorders.

## Abstract (web summary)

Interleukin-17 (IL-17)-secreting CD4 T cells (Th17) are induced by the master transcription factor RORγt, and are important for anti-fungal immunity and inflammatory responses. Here the authors show that Ubc9-mediated SUMOylation of RORγt induces HDAC2 binding to IL-17 promoter for suppressing IL-17 production in Th17 cells.

## Introduction

While inflammation is protective against microbial infections and tissue injury, uncontrolled inflammation can cause host tissue damage that may lead to autoimmunity and malignancy. Emerging evidence points to a critical role for interleukin-17 (IL-17) in both host defense and inflammation^1,2^. IL-17 is produced by a variety of immune cells, including the T_H_17 subset of helper T cells, γδ T cells, and innate lymphoid cells^1,2^. IL-17 triggers inflammation by inducing multiple cytokines and chemokines, which in turn recruit neutrophils and macrophages that contribute to tissue damage^3^. While transient IL-17 expression in response to infection is protective, dysregulated IL-17 expression is thought to be foundational to the pathogenesis of several human inflammatory diseases including psoriasis, ankylosing spondylitis, rheumatoid arthritis, multiple sclerosis, and inflammatory bowel diseases^4^.

The orphan nuclear receptor ROR-γt is the key transcription factor that induces IL-17 expression^5,6^. Structurally, ROR-γt consists of a ligand-independent activation function 1 helix, a DNA-binding domain, a flexible hinge domain, and a C-terminal ligand-binding domain^7^. The two zinc-finger motifs within the DNA-binding domain recognize the ROR response elements within the IL-17 promoter to induce IL-17 expression^7^. Accordingly, ROR-γt regulation has emerged as an area of active study for potential pharmacological interventions^8^. However, a clear understanding of ROR-γt regulation is currently lacking, yet is absolutely necessary to target ROR-γt effectively.

Post-translational modification by small (~12 kDa) ubiquitin-like modifier (SUMO) proteins involves covalent attachment of a SUMO to a lysine residue in the target protein^9–11^. Like ubiquitination, SUMO conjugation involves a cascade of biochemical reactions that involves E1, E2, and E3 enzymes. Ubc9 is the only E2 enzyme that is used by the SUMO pathway as a conjugation enzyme to transfer SUMO to the substrate proteins^9–11^. By influencing stability, intracellular localization, interaction with partners, and activity of target proteins, SUMOylation affects several biological processes including the cell cycle, DNA repair, chromatin dynamics, gene transcription, and inflammation^9–11^.

In this study, we show that Ubc9 interacts with and targets ROR-γt for SUMOylation and inhibits IL-17 expression. We demonstrate that the T cells expressing SUMOylation-defective ROR-γt are highly colitogenic upon transfer to Rag1^–/–^ mice. Mechanistically, SUMOylation of ROR-γt facilitates the binding of HDAC2 to the IL-17 promoter and represses IL-17 transcription. Thus, we uncover a mechanism by which IL-17 expression is regulated, which could be exploited therapeutically in inflammatory diseases.

## Results

### ROR-γt associates with Ubc9

Our previous work established that the ubiquitin ligase Itch targets ROR-γt for ubiquitination and promotes its degradation^12,13^. To further delineate the molecular mechanism by which ROR-γt function is regulated, we adopted a proteomics approach to identify additional components in the transcriptional complex. Given the central role of colonic lamina propria lymphocytes (cLPLs) in gut homeostasis and inflammation, we isolated cLPLs from C57BL/6 (WT) mice followed by lysis and ROR-γt immunoprecipitation using a validated anti–ROR-γt antibody. The precipitated proteins were resolved by SDS-PAGE and subjected to mass spectrometry (MS) analysis after in-gel digestion with trypsin. MS spectra corresponding to a specific Ubc9 peptide were present in anti–ROR-γt precipitates but not in control IgG precipitates (Fig. 1a). The MS findings were further validated in co-immunoprecipitation studies in 293 T cells transiently transfected with expression vectors encoding Flag-tagged ROR-γt (Flag-ROR-γt) and Myc-tagged Ubc9 (Myc-Ubc9). Immunoprecipitation with either anti-Flag or anti-c-Myc antibodies showed that anti-Flag immunoprecipitates contained Myc-Ubc9 and that anti-c-Myc pulled down Flag-ROR-γt (Supplementary Fig. 1a). Finally, endogenous ROR-γt-Ubc9 interactions in cLPLs lysates were confirmed in anti–ROR-γt and anti-Ubc9 co-immunoprecipitates (Fig. 1b). Together, these assays establish that ROR-γt physically interacts with Ubc9.

**Fig. 1:**
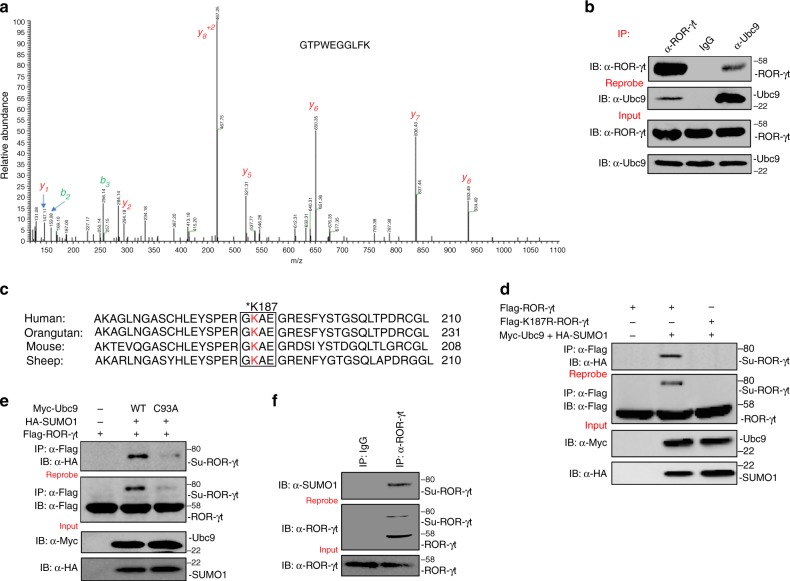
Ubc9 interacts with and SUMOylates ROR-γt. **a** Lysate was prepared from cLPLs of WT mice and subjected to immunoprecipitation with anti–ROR-γt antibody or control IgG antibody. The precipitated proteins were subjected to SDS-PAGE and in-gel digestion. The resulting peptides were analyzed by high-resolution MS/MS. Ubc9 (SwissProt #P63280) was identified as a specific interactor of ROR-γt protein. An MS/MS spectrum of the peptide ^50^GTPWEGGLFK^59^ ([M + H]^+2^ = 546.27 *m/z*) belonging to Ubc9 is shown. Observed *b*- and *y-*ions are indicated. **b** Lysates from cLPLs of WT mice were immunoprecipitated with anti-ROR-γt, anti-Ubc9 antibody, or control IgG antibody, and immunoblot analysis with antibody against ROR-γt or Ubc9 was performed. **c** Sequence alignment was conducted for ROR-γt. The box indicates the conserved SUMOylation (Ψ-K-X-D/E) motif. **d** Total cell lysates from 293 T cells transfected with Myc-Ubc9, HA-SUMO1, and either Flag-ROR-γt or Flag-K187R-ROR-γt were immunoprecipitated with anti-Flag antibody. The immunoprecipitates were analyzed by immunoblot assay with anti-HA antibody to detect the SUMOylated form of ROR-γt. **e** Total cell lysates from 293 T cells transfected with Flag-ROR-γt, HA-SUMO1, and either Myc-Ubc9 or Myc-Ubc9-C93A were immunoprecipitated with anti-Flag antibody and immunoblotted with anti-HA antibody to detect the SUMOylated form of ROR-γt. **f** Lysates were prepared from cLPLs of WT mice and immunoprecipitated with anti–ROR-γt antibody or control IgG antibody. The immunoprecipitates were immunoblotted with anti-SUMO1 antibody. The data are representative of three or more independent experiments

### Ubc9 recognizes the GKAE motif and SUMOylates ROR-γt

Since Ubc9 is a SUMO-E2 enzyme that facilitates SUMOylation^9–11^, we hypothesized that ROR-γt function may be regulated by its SUMOylation. In most cases, Ubc9 recognizes the consensus Ψ-K-X-E/D motif (where Ψ is a hydrophobic residue, K is the lysine conjugated to SUMO, X is any amino acid, and D or E is an acidic residue) on its protein substrates^9–11^. Interestingly, sequence alignment of ROR-γt revealed a highly conserved GKAE consensus motif (Fig. 1c).

As a first step in assessing whether ROR-γt is SUMOylated, the lysine residue of the consensus sequence was mutated to arginine (K187R-ROR-γt). 293 T cells were transfected with either Flag-ROR-γt or K187R-ROR-γt (also Flag tagged) along with Myc-Ubc9 and HA-SUMO1. Immunoprecipitation of ROR-γt (using anti-Flag antibody) followed by western blot analysis with anti-HA antibody revealed an upshifted band only in the cells expressing wild type (WT) ROR-γt and no band in the cells expressing K187R-ROR-γt (Fig. 1d). Together, these data are consistent with the possibility that Ubc9/SUMO1 SUMOylates ROR-γt at K187 within the GKAE motif. To confirm that the upshifted band is SUMOylated ROR-γt, we washed and then reprobed the same membrane with anti-Flag antibody. This revealed that WT-ROR-γt but not K187R-ROR-γt is SUMOylated (Fig. 1d). To further confirm the SUMOylation of ROR-γt, we used a catalytically inactive Ubc9 mutant in which a conserved cysteine is replaced with an alanine (Ubc9-C93A)^14^. Expression of the Ubc9-C93A mutant with ROR-γt did not result in its SUMOylation, indicating that the catalytic activity of Ubc9 is essential for the SUMOylation of ROR-γt (Fig. 1e). Further analysis of primary cLPLs and in vitro differentiated Th17 cells confirmed the presence of the SUMOylated form of ROR-γt (Fig. 1f and Supplementary Fig. 1b). Densitometry analysis showed that about 21%, 17%, and 11% of ROR-γt was SUMOylated in 293 T cells, cLPLs, and in vitro differentiated Th17 cells, respectively (Supplementary Fig. 1c–e). In addition, SUMO2 and SUMO3, the two other isoforms of SUMO, could promote SUMOylation of ROR-γt. We found that SUMO2 and SUMO3 were much less efficient in SUMOylating ROR-γt compared to SUMO1 (Supplementary Fig. 1f).

### SUMOylation of ROR-γt inhibits IL-17 expression

To gain insight into the functional consequence of ROR-γt SUMOylation, ROR-γt^−/−^ mouse-derived T cells were reconstituted with either WT-ROR-γt or the K187R-ROR-γt mutant (SUMOylation-defective ROR-γt)^12^. 

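Transcripts were measured by RNA seq in 8 samples, 4 of cells expressing WT-ROR-γt and 4 of cells expressing K187R-ROR-γt. RNA seq reads short stretches of the RNA in a sample and counts the reads that fall on each gene, so a gene's count rises with the amount of its transcript. The samples of each group are numbered as replicates 1 to 4. Neither their labels nor the paper's text says whether samples with the same number share an animal or a culture. The deposited description of the series speaks of WT and mutant mice, 4 each, while the paper describes transduced T cells of ROR-γt−/− mice. The paper's text does not give the number of RNA seq samples, the model used in DESeq2, a filter on low counts or a threshold for calling a gene. Its statistics section names a paired Student's test and a p-value below 0.05 for the study as a whole.
The authors trimmed the reads with Cutadapt, aligned them to the mouse genome GRCm38 with HiSat2, and counted them per gene of GENCODE M15 with featureCounts. Whether the counting used the strand of the reads, and how it treated reads that match several genes, is not stated in the paper's text. The deposited values are the reads of each gene divided by 1 size factor per sample, called normalized counts from here on. All of them (100%) were whole multiples of what 1 read was worth in their sample, so the reads themselves could be recovered. The size factors ranged from 0.842 to 1.18 and equalled those that DESeq2 computes from the recovered reads. Every one of the 22829 genes listed had at least 10 reads over the 8 samples together. Between 52456804 and 74676721 reads per sample were counted on genes in cells expressing WT-ROR-γt, with a median of 65721336. In cells expressing K187R-ROR-γt the range was from 54260345 to 67827288, with a median of 56992948. The smallest count taken as detectable, 3 reads, corresponded to between 2.54 and 3.56 normalized counts, a floor that covers counting error only.
Differences between the groups were tested here with limma on log2(normalized count + 1), over the 16982 genes with a mean of at least 10 normalized counts. The p-values were adjusted over these genes by the Benjamini-Hochberg method. A log2 fold change is the K187R mean minus the WT mean on this scale, which understates the change of genes with low counts. The largest differences among the samples did not follow the 2 forms of ROR-γt. The first principal component held 43.1% of the variance and the second 29.0%. Clustering over 16958 genes, without the genes of Fig. 2a and a list of other Th17 genes, gave 3 sets of samples. Set 1 held WT replicates 1 and 3 with K187R replicate 1, set 2 held WT replicate 2 with K187R replicates 2 and 3, and set 3 held WT replicate 4 with K187R replicate 4. The sets were defined after the data were seen, and each holds samples of both groups, so the groups could also be compared within sets.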

The cells were then differentiated under Th17-inducing conditions and whole-genome transcriptome analysis (RNA seq) of the RNA isolated from these cells was performed. As shown in Fig. 2a–c and Supplementary Fig. 2, transcriptome, real-time PCR, and ELISA analysis showed that several Th17-associated genes, including IL-17A, *IL-17f*, and *IL-23r*, were upregulated in Th17 cells expressing the SUMOylation-defective K187R-ROR-γt mutant form of ROR-γt. 

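Il17a (ENSMUSG00000025929, chromosome 1 of GRCm38, 20730905 to 20734496) had a normalized count of 3069 ± 1106 (SD, n = 4) in WT and 5018 ± 1156 (SD, n = 4) in K187R. This is a log2 fold change of 0.74 (standard error 0.246, adjusted p = 0.921 from limma). Il17f (ENSMUSG00000041872, chromosome 1, 20777146 to 20790617, minus strand) had 15098 ± 4967 (SD, n = 4) in WT and 21495 ± 3745 (SD, n = 4) in K187R, a log2 fold change of 0.55 (standard error 0.217, adjusted p = 0.921 from limma). Il23r (ENSMUSG00000049093, chromosome 6, 67422932 to 67491855, minus strand) had 86.8 ± 42.2 (SD, n = 4) in WT and 207 ± 71.5 (SD, n = 4) in K187R, a log2 fold change of 1.27 (standard error 0.351, adjusted p = 0.921 from limma). Tested as single genes, the exact two-sided permutation p was 0.0571 for Il17a, 0.0857 for Il17f and 0.0571 for Il23r, where 0.0286 is the smallest that 4 samples against 4 allow. WT replicate 2 overlapped the K187R samples for each of the 3 genes.

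**Figure D1:**
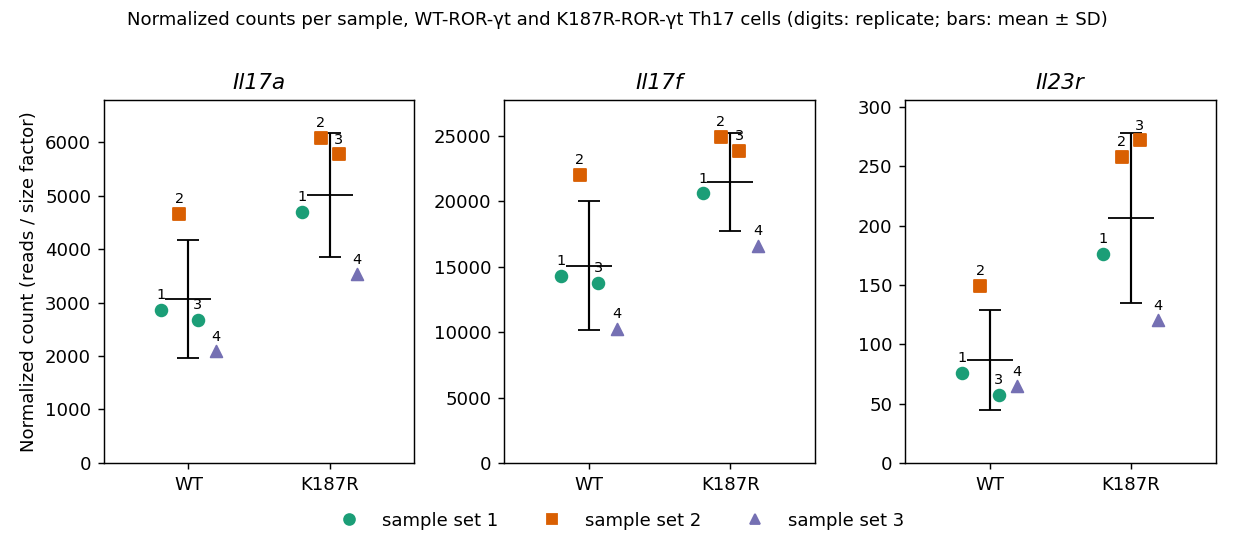
Normalized counts of Il17a, Il17f and Il23r in each sample, with the group means and SD, 4 samples per group; digits give the replicate and markers the set of samples. Il17a was 2861, 4653, 2676 and 2087 in WT replicates 1 to 4 and 4696, 6075, 5771 and 3528 in K187R replicates 1 to 4.

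Over all genes tested, 0 had an adjusted p-value under 0.05 in limma, and 746 had an unadjusted p-value under 0.05. Of these 746, 467 were higher and 279 lower in K187R. Chance gives 849.1 if all samples are independent, but most same-numbered samples varied together, as given below. Regroupings that part all same-numbered pairs, examined after the results were seen, gave 33 to 101 genes, or 1165 with the labels of replicate 4 exchanged. DESeq2, the paper's tool, was also run on the recovered reads. It was the preset alternative that moved the count at an adjusted p-value under 0.05 most, to 27 genes, 15 higher and 12 lower. Il17a, Il17f and Il23r were not among them, with adjusted p-values of 0.409, 0.744 and 0.111 from DESeq2. Adjusted over the 9 genes of Fig. 2a alone, the limma p-value of Il23r was 0.0457, that of Il17a 0.0632 and that of Il17f 0.0947. The legend of Fig. 2a describes this list as upregulated genes determined by RNA seq.
Samples with the same replicate number were compared as pairs. The correlation across genes of their deviations from the group means was 0.59 for number 1, 0.66 for number 2, -0.09 for number 3 and 0.63 for number 4, so number 3 did not pair its samples. Il17a was higher in K187R in 4 of 4 pairs, by 0.71, 0.38, 1.11 and 0.76 on the log2 scale. Il17f and Il23r were also higher in 4 of 4 pairs, and 0.125 is the smallest p that an exact sign-flip test of 4 pairs can give. With the replicate number as a block in limma, the adjusted p-value was 0.304 for Il17a, 0.378 for Il17f and 0.385 for Il23r, and 0 genes passed 0.05, with 2046 at an unadjusted p-value under 0.05. DESeq2 with this block called all 3 genes over all genes (adjusted p = 5.53e-07, 0.000223 and 0.00270 from DESeq2), a setting chosen after the values were seen. With the block in limma, 4 of the 9 genes of Fig. 2a had a p-value under 0.05 when adjusted over the list.
Within the sets of samples described above, every K187R sample was above every WT sample of its set for Il17a, Il17f and Il23r. The difference in Il17a was 0.76 in set 1, 0.35 in set 2 and 0.76 in set 3 on the log2 scale. For Il17f it was 0.55, 0.15 and 0.70, and for Il23r 1.40, 0.83 and 0.89. The exact permutation p within sets was 0.0556 for each gene, the smallest that the 18 possible regroupings allow. With the set in the limma model, the adjusted p-value was 0.118 for Il17a, 0.264 for Il17f and 0.127 for Il23r, and with the set in DESeq2, also chosen after the values were seen, it was 8.16e-06, 0.00770 and 5.99e-05.
The mean log2 value of Il17a, Il17f, Il23r, Il22, Csf2, Ccr2, Ccl20 and Batf, all shown in Fig. 2a, was 9.22 ± 0.41 (SD, n = 4) in WT and 9.66 ± 0.40 (SD, n = 4) in K187R. The difference of 0.44 was close to the SD within each group (exact two-sided permutation test, p = 0.229). It was 0.35 within sets (exact permutation test within sets, p = 0.0556), and K187R was higher in 4 of 4 pairs. Il22, at or under 3 reads in both samples numbered 4, varied most among these genes. Its SD on the log2 scale was 1.76 in WT and 2.14 in K187R, against at most 0.62 for the others. With each gene put on a scale of z scores, a preset alternative, the difference was 0.80 (exact two-sided permutation test, p = 0.0857). From the transcriptome together with real-time PCR and ELISA (Fig. 2a–c and Supplementary Fig. 2), the paper states that several Th17-associated genes, including IL-17A, IL-17f and IL-23r, were upregulated with the mutant. Of these together with its reporter and Ubc9 depletion data, it writes that they reinforce the concept that SUMOylation of ROR-γt inhibits IL-17 expression.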

The expression of WT and mutant K187R-ROR-γt was analyzed by immunoblotting (Fig. 2d). To investigate if SUMOylation of ROR-γt at the K187 regulates IL-17 transcription, we performed IL-17-promoter-driven luciferase assay in Jurkat T cells that were transfected with WT-ROR-γt or K187R-ROR-γt along with Ubc9, SUMO1, and pGL4-mIL-17 promoter constructs. Following PMA and ionomycin stimulation, reporter analysis revealed that the WT-ROR-γt but not the K187R-ROR-γt mutant inhibited IL-17-promoter-driven luciferase activity, suggesting that SUMOylation of ROR-γt inhibits IL-17 expression (Fig. 2e). Furthermore, WT-Ubc9, but not the catalytic mutant Ubc9-C93A, inhibited IL-17-promoter-driven luciferase activity (Fig. 2f). Finally, shRNA-mediated depletion of Ubc9 in cLPLs revealed that Ubc9 depletion substantially elevated IL-17A expression, consistent with the model that SUMOylation of ROR-γt represses IL-17 expression (Fig. 2g).

**Fig. 2:**
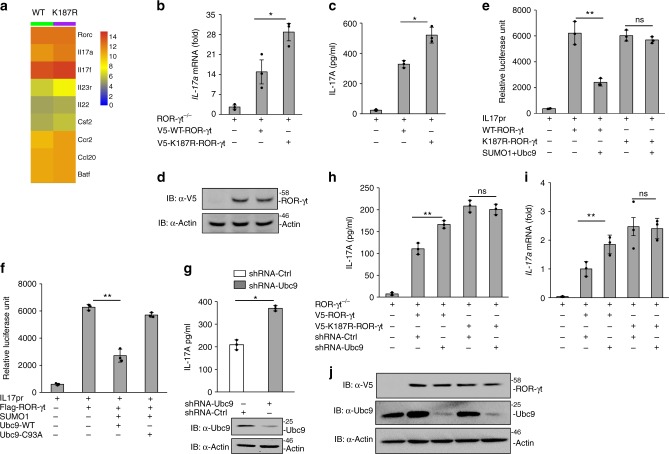
SUMOylation of ROR-γt inhibits IL-17 expression. **a** Data show heatmap visualization of upregulated genes determined by RNA seq analysis in ROR-γt^*–/–*^ CD4^+^ T cells transduced with either WT ROR-γt or K187R-ROR-γt and differentiated under Th17-inducing conditions. **b** Real-time PCR analysis was conducted for *IL-17a* mRNA expression in ROR-γt^*–/–*^ CD4^+^ T cells transduced with either WT ROR-γt or K187R-ROR-γt. The relative fold change in the mRNA levels of the genes was normalized against ROR-γt^–/–^ cells as compared with lentivirus-transduced ROR-γt^–/–^ cells. **c** ELISA was conducted for IL-17A secretion in the culture supernatant of ROR-γt^–/–^ cells transduced with lentivirus encoding V5-tagged WT-ROR-γt or K187R-ROR-γt. **d** Immunoblot analysis of the expression of lentiviral constructs of V5-ROR-γt in ROR-γt^–/–^ cells. **e** Luciferase assay was conducted of lysates from Jurkat T cells transfected with various combinations (below plot) of the IL-17-promoter-driven luciferase plasmid (pGL4-mIL17p) and plasmid-encoded HA-SUMO1, Myc-Ubc9, Flag-ROR-γt, and/or Flag-K187R-ROR-γt. **f** Luciferase assay was conducted of lysates from Jurkat T cells transfected with various combinations (below plot) of plasmid pGL4-mIL17p along with Flag-ROR-γt, HA-SUMO1, and either Myc-Ubc9 or Myc-Ubc9-C93A. Results are presented in relative luciferase units (RLU). **g** Data show Ubc9 knockdown by Ubc9-specific shRNA (shUbc9) or control shRNA (shCtrl) in WT cLPLs that were stimulated with PMA and ionomycin. ELISA was performed to measure IL-17A secretion in culture supernatant of Ubc9 knockdown cLPLs as well as immunoblotting showing knockdown of Ubc9. **h** ELISA was performed to measure the IL-17A secretion in the culture supernatant of Ubc9 knockdown cells expressing either WT-ROR-γt or K187R-ROR-γt. **i** Real-time PCR analysis for *IL-17a* mRNA expression, in which the relative fold change in the mRNA levels of the genes has been normalized against ROR-γt-expressing cells treated with control shRNA compared to Ubc9-specific shRNA. **j** Immunoblot analysis shows Ubc9 knockdown in CD4^+^ T cells expressing either WT-ROR-γt or K187R-ROR-γt. Data are from one experiment representative of three independent experiments with similar results. *p *<* 0.05, **p *<* 0.01, ns: non-significant (two-tail *t* test) error bars are S.D.

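Beside Il17a, Il17f and Il23r, the heatmap shows Il22, Csf2, Ccr2, Ccl20 and Batf. Batf (ENSMUSG00000034266, chromosome 12 of GRCm38, 85686669 to 85709087) had a normalized count of 2010 ± 239 (SD, n = 4) with WT-ROR-γt and 2405 ± 308 (SD, n = 4) with K187R-ROR-γt. Its log2 fold change was 0.26 (standard error 0.116, adjusted p = 0.921 from limma, exact two-sided permutation p = 0.114). K187R was higher in 4 of 4 same-numbered pairs. With the replicate number as a block its limma p-value adjusted over the genes of the heatmap was 0.0160, and with the sample set 0.113. The exact permutation p within sets was 0.167, and every K187R sample was above every WT sample in only 2 of the sets. Il22, Csf2, Ccr2 and Ccl20 did not differ beyond the spread between replicates. Il22 (ENSMUSG00000074695, chromosome 10, 118204942 to 118210047) had 30.9 ± 18.9 (SD, n = 4) with WT-ROR-γt and 40.1 ± 26.1 (SD, n = 4) with K187R-ROR-γt, a log2 fold change of 0.19 (standard error 1.12). The samples numbered 4 were at or under the floor of 3 reads for Il22, with 2.61 normalized counts in WT and 1.78 in K187R. Csf2 (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667, minus strand), of whose exonic bases 12% overlap a gene on the other strand, had 64.6 ± 23.3 and 73.1 ± 24.7 (SD, n = 4 each), a log2 fold change of 0.18. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had 1308 ± 607 and 1466 ± 409 (SD, n = 4 each), a log2 fold change of 0.22. Within the sets of samples the Ccr2 difference was -0.04. Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167) had 1368 ± 411 and 1431 ± 393 (SD, n = 4 each), a log2 fold change of 0.09. The exact two-sided permutation p was 0.629 for Il22, 0.514 for Csf2, 0.6 for Ccr2 and 0.857 for Ccl20. Leaving out 1 sample changed the direction of Il22, Csf2 and Ccl20, for Csf2 only when it was K187R replicate 4. The samples numbered 4 were the highest of their groups for Csf2 and the lowest for Il22, so leaving out 1 sample also changed their share. Outside them, Il22 was 39.2 to 41.4 in WT and 46.3 to 59.7 in K187R. For Csf2 every K187R sample was above every WT sample of its set in 3 of 3 sets (exact permutation p within sets = 0.167).

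**Figure D2:**
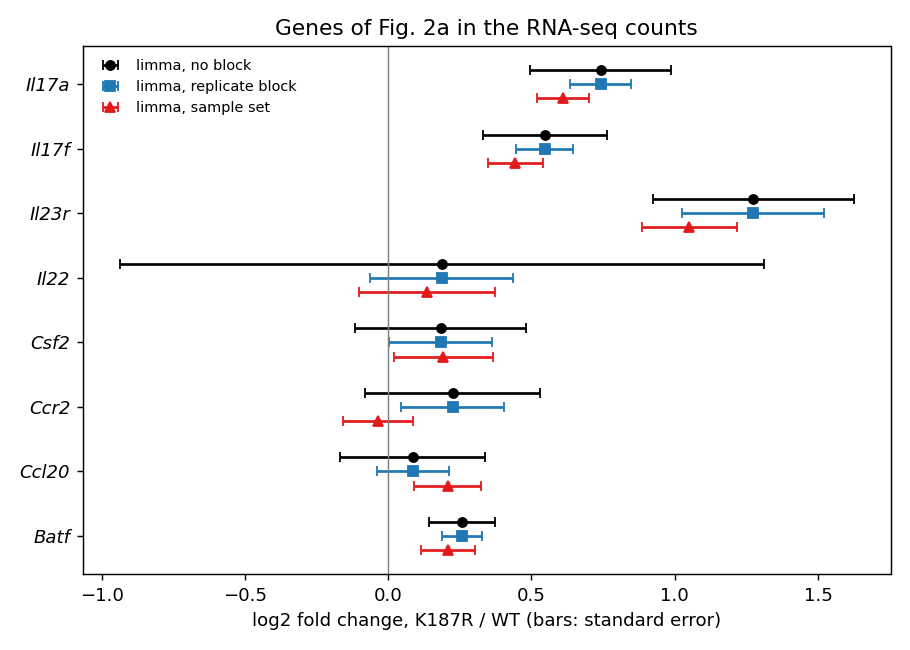
Log2 fold changes of 8 genes of Fig. 2a, K187R against WT, with standard errors over 4 samples per group, from limma without a block, with the replicate block and with the sample set. Without a block they range from 0.09 for Ccl20 to 1.27 for Il23r, and the error of Il22 is the widest at 1.12.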

To further confirm that Ubc9-mediated SUMOylation of ROR-γt inhibits IL-17 expression, we depleted Ubc9 using shRNA in ROR-γt^–/–^ CD4^+^ T cells expressing either WT-ROR-γt or K187R-ROR-γt. Ubc9 depletion in CD4^+^ T cells expressing WT-ROR-γt but, not K187R-ROR-γt, resulted in elevated IL-17 expression (Fig. 2h–j). Together, these findings reinforce the concept that SUMOylation of ROR-γt inhibits IL-17 expression.

### SUMOylation-defective Th17 cells are highly colitogenic

To investigate the physiological impact of ROR-γt SUMOylation on the regulation of IL-17-mediated inflammation in vivo, we utilized the Th17 cell adoptive transfer colitis model^15,16^. Naive CD4^+^ T cells from ROR-γt^−/−^ mice were reconstituted with WT-ROR-γt or the K187R-ROR-γt mutant and these cells were differentiated under Th17-polarizing conditions. The live cells were recovered using Lympholyte, and 5 × 10^5^ cells were adoptively transferred into Rag1^–/–^ mice^12^. The recipient mice were monitored for signs of disease, including weight loss, fecal blood, and loose stool. The mice were killed 6 weeks after transfer, and the severity of colitis and IL-17 expression was assayed. Rag1^−/−^ mice that received Th17 cells expressing a SUMOylation-deficient mutant of ROR-γt (K187R-ROR-γt) exhibited greater loss of body weight, higher fecal occult blood and diarrhea scores, splenomegaly, and higher weight-to-length ratio of the colon compared with host mice that received Th17 cells expressing WT-ROR-γt (Fig. 3a–f). As expected, the expression of *IL-17a* mRNA was higher in the colonic mucosa, and the secretion of IL-17A was higher in the colonic explant culture of Rag1^−/−^ mice that received Th17 cells expressing K187R-ROR-γt (Fig. 3g, h). Histologic analysis documented greater infiltration of inflammatory cells, more crypt damage, and higher disease scores in the Rag1^−/−^ mice that received Th17 cells expressing K187R-ROR-γt relative to host mice that received Th17 cells expressing WT-ROR-γt (Fig. 3i, j). No gross signs of autoimmunity were observed in the liver, kidney, or spinal cord of these mice (Supplementary Fig. 3).

**Fig. 3:**
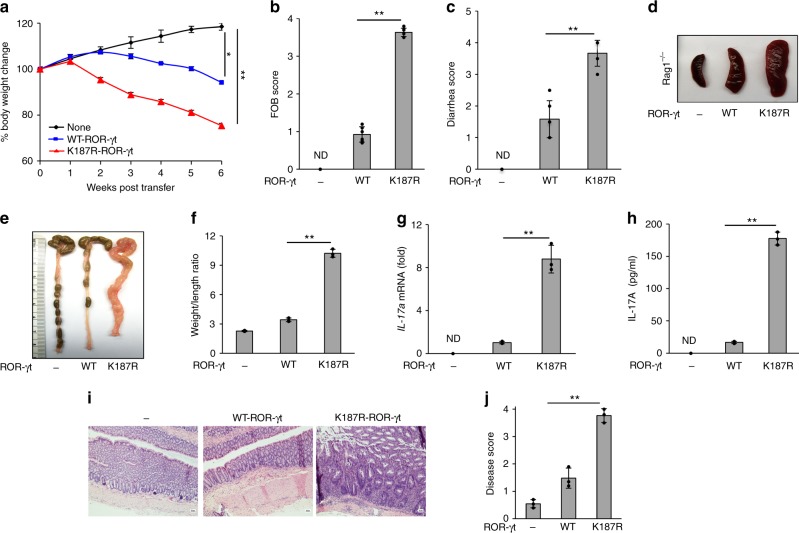
Th17 cells expressing SUMOylation-defective ROR-γt induce severe colitis in mice. ROR-γt^–/–^ CD4^+^ T cells transduced with lentivirus expressing WT-ROR-γt or a SUMOylation-deficient mutant ROR-γt were grown under Th17-polarizing conditions and adoptively transferred to Rag1^–/–^ mice. Data shows **a** body weight, **b** fecal occult blood score, **c** diarrhea score, **d** spleen size, and **e**, **f** colonic weight-to-length ratio for Rag1^–/–^mice (*n* *=* 4 per group) given an intraperitoneal injection of ROR-γt^–/–^ cells (None), Th17 cells expressing wild-type ROR-γt (WT-ROR-γt), or Th17 cells expressing SUMOylation-deficient mutant ROR-γt (K187R-ROR-γt) and monitored for 6 weeks. **g** Real-time PCR was used to analyze *IL-17a* mRNA. **h** ELISA was used to measure IL-17A secretion in the explant colon culture of Rag1^–/–^ mice as in **a**–**f** (*n* *=* 3). Results are presented relative to those of Rag1^–/–^ mice given ROR-γt^–/–^ cells. **i** Microscopy shows H&E-stained colonic sections. **j** Disease scores of those sections are provided from Rag1^–/–^ mice as in **a**–**f** (*n* *=* 3). ND: not detected. Data are from one experiment representative of three independent experiments with similar results. *p *<* 0.05, **p *<* 0.01 (two-tail *t* test) error bars are S.D.

To further confirm the colitogenicity of SUMOylation-defective Th17 cells, adoptive transfer experiments were performed with undifferentiated ROR-γt^–/–^ CD4^+^ T cells expressing either WT-ROR-γt or K187R-ROR-γt into Rag1^–/–^ mice. Rag1^–/–^ mice that received T cells expressing K187R-ROR-γt exhibited greater loss of body weight, higher diarrhea scores, and higher weight-to-length ratio of the colon compared to mice that received T cells expressing WT-ROR-γt (Supplementary Fig. 4a-d). These mice exhibited higher *IL-17a* mRNA levels in the colonic mucosa, and colonic cultures showed higher IL-17A secretion than the WT-ROR-γt controls (Supplementary Fig. 4e-f); and, correspondingly, histologic analysis showed greater infiltration of inflammatory cells, more crypt damage, and higher diseases scores in the Rag1^–/–^ mice receiving T cells expressing K187R-ROR-γt relative to those receiving T cells expressing WT-ROR-γt (Supplementary Fig. 4g–h). Together, these findings support a critical role for SUMOylation of ROR-γt in the control of pathogenic colonic inflammation.

### SUMOylation facilitates the binding of HDAC2 to ROR-γt

Next, we sought to investigate how SUMOylation of ROR-γt represses IL-17 transcription. We recently reported that the ubiquitin ligase Itch targets ROR-γt for ubiquitination. Generally, the SUMO and ubiquitination pathways have an antagonistic relationship^9^. However, in some instances, SUMOylation has been shown to promote protein ubiquitination^17,18^. Therefore, we investigated whether SUMOylation and ubiquitination occur at the same lysine residue and thus co-regulate ROR-γt ubiquitination. To that end, we transiently transfected WT-ROR-γt and K187R-ROR-γt along with HA-Ub and Myc-Itch, which showed no change in ubiquitination of K187R-ROR-γt compared to WT-ROR-γt (Supplementary Fig. 5a). Similarly, the K187R-ROR-γt mutation did not affect ROR-γt protein turnover **(**Supplementary Fig. 5b). We conclude that SUMOylation regulates ROR-γt function independently of its ubiquitination.

Since the DNA binding ability of the transcription factors can be modulated by SUMOylation of transcription factors^9–11^, we analyzed if the K187R mutation of ROR-γt affected its binding to the IL-17 promoter. As shown in Supplementary Fig. 5c, chromatin immunoprecipitation (ChIP) analysis showed similar binding of K187R-ROR-γt and WT-ROR-γt. Similarly, the K187R-ROR-γt mutant interacted with Foxp3 and Runx1 similar to WT-ROR-γt, suggesting that SUMOylation does not affect the interaction of ROR-γt with Foxp3 and Runx1 (Supplementary Fig. 5d–e).

It has been shown that SUMOylation represses the function of transcription factors by recruiting histone-modifying enzymes^9–11^. Intriguingly, our MS data identified HDAC2 as a potential ROR-γt-interacting protein (Supplementary Fig. 6a; peptide ^202^YGEYFPGTGDLR^213^). These data, coupled with the purported role of HDAC2-mediated histone deacetylation as a negative regulator of inflammation^19–22^, prompted us to hypothesize that HDAC2 binds to ROR-γt to inhibit IL-17 expression. To address this possibility, we immunoprecipitated ROR-γt using the cLPLs lysate from naive C57BL/6 mice for western blotting. The membrane was blotted with anti-HDAC2 antibody, revealing a physical interaction between ROR-γt and HDAC2 (Fig. 4a). We also tested whether the SUMOylation of ROR-γt facilitates its interaction with HDAC2. We immunoprecipitated ROR-γt using Th17 cells that expressed WT-ROR-γt or K187R-ROR-γt. The immunoprecipitated samples were blotted with anti-HDAC2 antibody, and we found that only WT-ROR-γt interacts with HDAC2 (Fig. 4b), confirming that SUMOylation of ROR-γt facilitates interaction with HDAC2. In contrast, analysis of SUMOylated ROR-γt interaction with HDAC1, which is known to interact with ROR-γt^23^, revealed that WT-ROR-γt and K187R-ROR-γt bind equally to HDAC1 (Supplementary Fig. 6b).

**Fig. 4:**
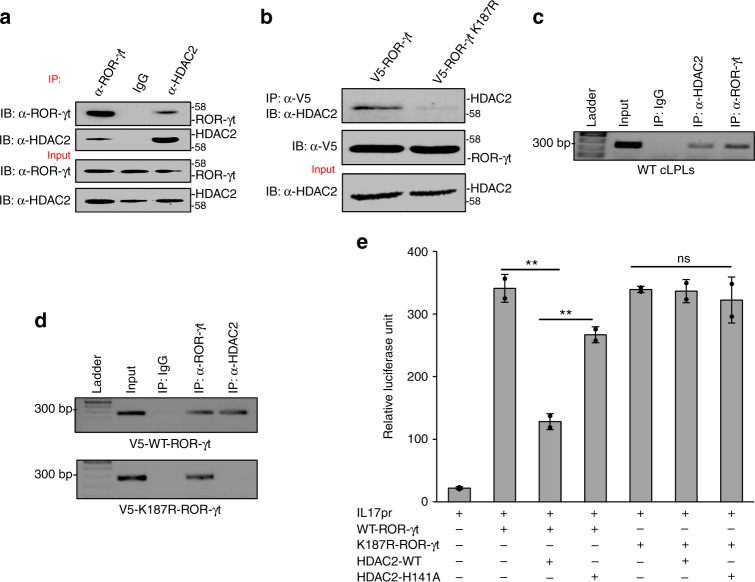
SUMOylation facilitates HDAC2-to-ROR-γt binding and inhibits IL-17 expression. **a** Lysates from cLPLs of WT mice were immunoprecipitated with anti-ROR-γt, anti-HDAC2 antibody, or control IgG antibody and immunoblotted with antibody against ROR-γt or HDAC2. **b** Transduced ROR-γt^–/–^ CD4^+^ T cells expressing either WT-ROR-γt or the K187R-ROR-γt were immunoprecipitated with anti-V5 antibody and immunoblot with antibody against V5 or HDAC2. **c** Binding of HDAC2 to the IL-17 promoter was assessed by ChIP analysis using a DNA-protein complex from cLPLs of WT mice that was immunoprecipitated with anti-ROR-γt, anti-HDAC2, or control IgG antibody. **d** SUMOylation of ROR-γt facilitates HDAC2 recruitment to the IL-17 promoter. ChIP analysis was conducted using DNA-protein complex from transduced ROR-γt^–/–^ CD4^+^ T cells expressing either WT-ROR-γt or the K187R-ROR-γt and immunoprecipitated with anti–ROR-γt, anti-HDAC2, or control IgG antibody. **e** A luciferase assay was performed of lysates from Jurkat T cells transfected with various combinations (below plot) of IL*-*17-promoter-driven luciferase plasmid (pGL4-mIL17p), plasmid encoding WT-ROR-γt or K187R-ROR-γt along with either HDAC2-WT or HDAC2-H141A. Results are presented in relative luciferase units (RLU). Data are from one experiment representative of three or more independent experiments with similar results. *p *<* 0.05 and **p *<* 0.01, ns: non-significant (two-tail *t* test) error bars are S.D.

To confirm the physical interaction of HDAC2 with the IL-17 promoter, ChIP assays were performed on cLPLs from naive C57BL/6 mice using anti-HDAC2, anti-ROR-γt, or control antibody (IgG). As shown in Fig. 4c, HDAC2 engages the IL-17 promoter. To assess whether the SUMOylation of ROR-γt facilitates HDAC2 recruitment to the IL-17 promoter, ChIP assays were performed with Th17 cells that expressed WT-ROR-γt or K187R-ROR-γt. As shown in Fig. 4d, HDAC2 associates with the IL-17 promoter only in Th17 cells that express WT-ROR-γt but not the SUMOylation-deficient mutant of ROR-γt (K187R-ROR-γt). These findings support the view that SUMOylation of ROR-γt is necessary for binding of HDAC2 to the IL-17 promoter.

### HDAC2 inhibits IL-17 expression

Next, IL-17-promoter-driven luciferase assays were performed to assess the model that ROR-γt SUMOylation inhibits IL-17 expression by facilitating the recruitment of HDAC2 to the IL-17 promoter. Using the Jurkat T cell model, WT-ROR-γt or K187R-ROR-γt expression vectors were transfected along with HDAC2 and the pGL4-mIL-17 promoter construct. On the following day, cultures were stimulated with PMA and ionomycin and harvested to measure luciferase activity. As shown in Fig. 4e, luciferase activity was inhibited when HDAC2 was expressed with WT-ROR-γt, but not when HDAC2 was expressed with the K187R-ROR-γt mutant, consistent with the possibility that SUMOylation of ROR-γt recruits HDAC2 to the IL-17 promoter and represses IL-17 expression. For confirmation, we used a catalytically inactive HDAC2 mutant in which a conserved histidine is replaced with alanine (HDAC2-H141A)^24^. Expression of the HDAC2-H141A mutant did not inhibit IL-17-promoter-driven luciferase activity (Fig. 4e), indicating that the catalytic activity of HDAC2 was essential for inhibition of ROR-γt transcriptional activity. Furthermore, shRNA-mediated knockdown of HDAC2 in cLPLs resulted in significant increases in IL-17A expression (Fig. 5a). Finally, we generated CD4^+^ T cell-specific conditional HDAC2 knockout mice (floxed-HDAC2 plus CD4-cre alleles). Flow cytometric analysis did not show any significant difference in the numbers of CD4^+^ or CD8^+^ T cells between the spleen, lymph node, and thymus of WT and HDAC2^f/f^ CD4-Cre mice. Similarly, the percentages of CD4^+^CD25^+^Foxp3^+^ T cells, naïve cells, and effector memory cells were comparable between HDAC2^f/f^ CD4-Cre and WT mice (Supplementary Fig. 7a–d). Moreover, HDAC2 deficiency did not affect T cell proliferation or survival (Supplementary Fig. 8a–b). We then isolated naive CD4^+^ T cells from HDAC2^f/f^ CD4-Cre mice and C57BL/6 mice that were differentiated under Th17-inducing conditions and checked for IL-17 expression by ELISA and real-time PCR (Fig. 5b). We observed markedly more IL-17A expression in the HDAC2^f/f^ CD4-Cre Th17 cells than in the WT Th17 cells. HDAC2 deficiency did not affect the differentiation of T cells into Th1 and Tregs, although a moderate increase in IL-4 production was detected in HDAC2^f/f^ CD4-Cre Th2 cells (Supplementary Fig. 9a–c).

**Fig. 5:**
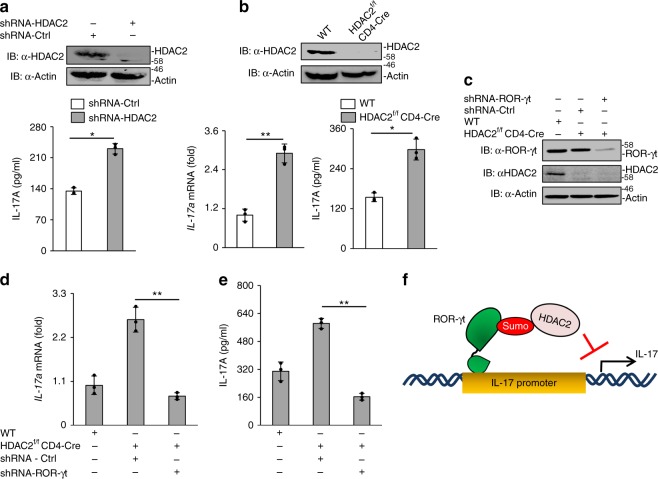
HDAC2 inhibits IL-17 expression. **a** Knockdown of HDAC2 in cLPLs of WT mice using shRNA. ELISA was performed to measure IL-17A secretion in the culture supernatant of WT cLPLs treated with HDAC2-specific shRNA (shHDAC2) or control shRNA (shCtrl). **b** CD4^+^ T cells were isolated from WT and HDAC2^f/f^ CD4-Cre mice and were differentiated under Th17-inducing conditions. Real-time PCR and ELISA were performed to measure IL-17A expression. **c** Immunoblot analysis was performed to check the knockdown of ROR-γt in CD4^+^ T cells isolated from HDAC2^f/f^ CD4-Cre mice using ROR-γt-specific shRNA and differentiated under Th17-inducing conditions. **d** ELISA and **e** real-time PCR were performed to measure IL-17A expression in HDAC2^f/f^ CD4-Cre cells treated with ROR-γt-specific shRNA or control shRNA. **f** Schematic drawing of model shows that SUMOylation of ROR-γt facilitates recruitment of HDAC2, which inhibits IL-17 expression. Data are from one experiment representative of three or more independent experiments with similar results. *p *<* 0.05 and **p *<* 0.01, ns non-significant (two-tail *t* test) error bars are S.D.

To gain further evidence for HDAC2-mediated regulation of ROR-γt, we knocked down ROR-γt in HDAC2^f/f^ CD4-Cre CD4^+^ T cells using shRNA. The cells were then differentiated under Th17-inducing conditions, and the level of IL-17 expression was analyzed by real-time PCR and ELISA. As shown in Fig. 5c–e, ROR-γt depletion substantially attenuated IL-17A expression. Thus, SUMOylation of ROR-γt inhibits IL-17 expression via HDAC2 (Fig. 5f).

The central role of IL-17 has been highlighted in several human inflammatory diseases including inflammatory bowel diseases, rheumatoid arthritis, and multiple sclerosis^3,25,26^. To gain in vivo evidence for HDAC2-mediated regulation of IL-17-mediated inflammation, we adoptively transferred WT or HDAC2^f/f^ CD4-Cre CD4^+^CD45RB^hi^ cells into Rag1^–/–^ mice. HDAC2^f/f^ CD4-Cre cells caused greater loss of body weight, higher diarrhea score, and a higher weight-to-length ratio of the colon than WT cells (Supplementary Fig. 10a–d). As expected, the expression of IL-17A was higher in the colonic mucosa of Rag1^–/–^ mice that received HDAC2^f/f^ CD4-Cre cells than in mice that received WT cells (Supplementary Fig. 10e). Histological analysis showed greater infiltration of inflammatory cells, more crypt damage, and higher clinical scores for Rag1^–/–^ mice that received HDAC2^f/f^ CD4-Cre cells than those that received WT cells (Supplementary Fig. 10f–g). Thus, HDAC2^f/f^ CD4-Cre CD4^+^CD45RB^hi^ cells are highly colitogenic.

Further, we induced colitis in HDAC2^f/f^ CD4-Cre mice using the 2, 4, 6-trinitrobenzenesulfonic acid (TNBS) model, where IL-17 plays a critical role^27–29^. We administrated TNBS intrarectally into HDAC2^f/f^ CD4-Cre mice, and the severity of colitis was compared with that of WT mice. As shown in Fig. 6a, we found increased mortality in HDAC2^f/f^ CD4-Cre mice compared to WT control. We found severe body weight loss, rectal bleeding, and diarrhea among HDAC2^f/f^ CD4-Cre mice (Fig. 6b–d). Also, HDAC2^f/f^ CD4-Cre mice had shorter and thicker colons than WT mice (Fig. 6e, f). There was also increased expression of *IL-17a* mRNA in the colonic mucosa and increased IL-17A secretion in the explant colon culture of HDAC2^f/f^ CD4-Cre compared to WT mice (Fig. 6g). No significant difference in the level of *IL-2*, *IFN-γ*, and *IL-4* was observed (Supplementary Fig. 11). Histological examination showed increased infiltration of inflammatory cells, more crypt damage, and higher disease scores in the HDAC2^f/f^ CD4-Cre mice (Fig. 6h–i).

**Fig. 6:**
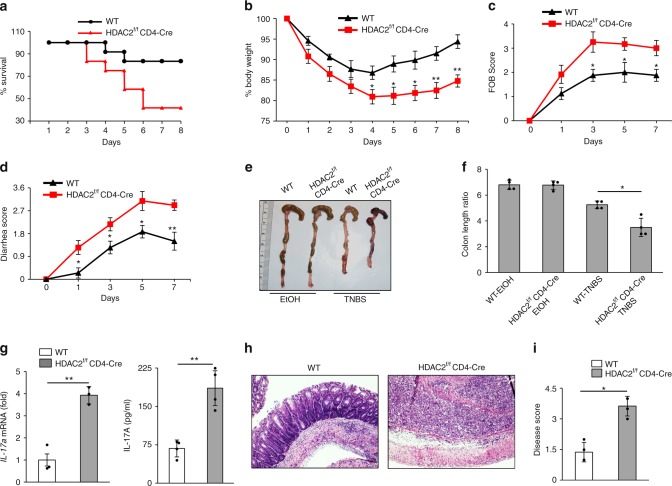
HDAC2^f/f^ CD4-Cre mice show enhanced colitis. Data shows **a** survival curve (%) (*n* *=* 12 per group), **b** percentage change in body weight, **c** FOB score, **d** diarrhea score, and **e**, **f** colon length of WT mice and HDAC2^f/f^ CD4-Cre mice (*n* *=* 6 per group) after intrarectal administration of 2.5% TNBS. **g** Real-time PCR and ELISA were used to analyze IL-17A expression in WT mice and HDAC2^f/f^ CD4-Cre mice given TNBS. **h** H&E-stained colonic sections and **i** disease scores of those sections are shown from WT mice and HDAC2^f/f^ CD4-Cre mice as in **a**–**d** (*n* = 4). Data are from one experiment representative of three independent experiments with similar results. *p *<* 0.05 and **p *<* 0.01 (two-tail *t* test) error bars are S.D.

To expand our understanding of the role of HDAC2-mediated regulation of IL-17-driven inflammation in vivo, we extended our studies to include experimental autoimmune encephalomyelitis (EAE), a mouse model of human multiple sclerosis. We immunized WT and HDAC2^f/f^ CD4-Cre mice with the myelin oligodendrocyte glycoprotein (MOG_35-55_) peptide in complete Freund’s adjuvant. HDAC2^f/f^ CD4-Cre mice developed EAE faster and with greater severity than WT mice, as indicated by disease scores (Supplementary Fig. 12a). As expected, the IL-17A level was significantly higher in spinal cord as well as cultured splenocytes of HDAC2^f/f^ CD4-Cre mice (Supplementary Fig. 12b–c). No significant difference in the level of *IL-2*, *IFN-γ*, and *IL-4* was observed (Supplementary Fig. 12d–f). Histological analysis of H&E-stained sections showed increased infiltration of inflammatory cells into the spinal cords of HDAC2^f/f^ CD4-Cre mice compared to WT mice (Supplementary Fig. 12g–h). Together, these data strongly support a role for HDAC2 in the repression of IL-17 expression and pathogenic autoimmune inflammation.

## Discussion

SUMOylation is an evolutionarily conserved post-translational modification that has a central regulatory role in eukaryotic cells^9–11^, but its function is not well studied in immune cells. Here, we show that SUMOylation represses IL-17 gene expression, which encodes a major proinflammatory cytokine. The SUMO-conjugating enzyme Ubc9 recognizes a conserved GKAE motif within IL-17-inducing transcription factor ROR-γt. CD4^+^ T cells expressing SUMOylation-defective ROR-γt produce elevated levels of IL-17 and are highly colitogenic upon transfer to Rag1^−/−^ mice. SUMOylated ROR-γt recruits HDAC2 to the IL-17 promoter to repress gene expression. Our findings show a Ubc9–ROR-γt-IL-17 pathway that serves a critical role in the regulation of IL-17 expression and hence IL-17-mediated inflammation.

While robust IL-17 responses are essential for the clearance of pathogens, chronic IL-17 responses can provoke various diseases including psoriasis, rheumatoid arthritis, spondylitis, multiple sclerosis, and inflammatory bowel diseases^2,30^. Our studies show that ROR-γt is the master transcription factor that controls IL-17 expression, making this molecule an attractive drug target for precisely controlling IL-17-mediated immunity^8^. Prior studies have focused on how ROR-γt expression is regulated and its role in differentiation of Th17 and innate lymphoid cells. However, there is a limited understanding of how ROR-γt function to modulate IL-17 expression is spatiotemporally regulated in response to inflammatory stimuli without causing excessive inflammation.

Our study uncovers a detailed mechanism that attenuates IL-17 expression via ROR-γt SUMOylation, which holds therapeutic potential for clinically boosting IL-17 immunity against pathogens or preventing pathological Th17-mediated autoimmunity by controlling the ROR-γt/IL-17 pathways.

Recent reports have provided insights into the regulation of ROR-γt protein stability by the ubiquitin-proteasome pathway^7,31^. We showed earlier that the E3 ubiquitin ligase Itch promotes ROR-γt degradation by ubiquitinating it^12^. The deubiquitinases USP17 and USP4 have been shown to stabilize ROR-γt by decreasing ROR-γt ubiquitination^32,33^. Additionally, DUBA (OTUD5), another deubiquitinase, has also been shown to regulate ROR-γt protein stability. Although cross-talk between ubiquitination and SUMOylation is known^9^, our studies showed no apparent effect of SUMOylation on ROR-γt protein stability, suggesting distinct regulatory roles for ubiquitination and SUMOylation of ROR-γt. However, we do not exclude the possibility of other modification, including acetylation or methylation, at K187 of ROR-γt.

In addition to Ubc9, SUMOylation in vivo requires SUMO-E3 ligases, which increase the rate of SUMO conjugation^9–11^. In addition to PIAS1, PIAS3, PIASxα, PIASxβ, PIASy, and RanBP2^9–11^, certain TRIM family members can act as SUMO-E3 ligases that utilize Ubc9 as an E2^34^. At present, which SUMO E3 ligase promotes ROR-γt SUMOylation remains unclear. Also, SUMOylation is a reversible process and is regulated by SUMO-specific proteases (SENPs) that include SENP1, SENP2, SENP3, SENP5, SENP6, SENP7, and SENP8^35^. Whether these SENPs are involved in deSUMOylation of ROR-γt requires further investigation.

Histone acetylation by acetyl transferases and deacetylation by HDACs play a critical role in regulating chromatin structure and gene expression^36^. It has been shown that HDAC1 binds to ROR-γt and reciprocally regulates IL-17 expression with the acetylase p300^23^. Our studies show that the binding of HDAC1 is independent of ROR-γt SUMOylation, which suggests a distinct role for HDAC1 and HDAC2 in regulating ROR-γt transcriptional activity. Our results also show that CD4^+^ T cell-specific conditional deletion of HDAC2 exacerbates colitis and EAE, and this is associated with elevated IL-17 expression. These results are in line with a recent report that HDAC2^-/+^ (heterozygous) mice developed severe airway inflammation that was induced by cigarette smoke, and deletion of IL-17A attenuated smoke-induced airway remodeling in these mice^37^. However, we do not exclude the possibility of defect in acetylation of ROR-γt or other factors that may contribute to the observed phenotype in HDAC2^f/f^ CD4-Cre mice.

In summary, our study has revealed a detailed mechanism by which IL-17-mediated inflammation is regulated by SUMOylation of ROR-γt. Further exploration of this pathway can expand our knowledge of post-translational regulation of immune cell function and help to devise strategies to treat inflammatory diseases.

## Methods

### Mice

C57BL/6, Rag1^−/−^, and Rorctm1Litt/J ROR^−/−^ mice were purchased from Jackson Laboratory, as were HDAC2^f/f^ mice^38^. CD4^+^ T cell-specific conditional HDAC2 knockout mice were generated by crossing CD4-Cre mice with HDAC2^f/f^ mice. All mice were housed in microisolator cages in the barrier facility of Baylor Institute for Immunology Research. All experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee of Baylor Research Institute.

### Plasmids, antibodies, and reagents

The plasmid Flag-mROR-γt was created from MIGR-mROR-γt (#24069; Addgene) and cloned into pCMV-Tag2B vector. Flag-K187R-mROR-γt was generated by site-directed mutagenesis using Flag-mROR-γt as a template. Myc-Ubc9 (#20082), HA-SUMO1 (#21154), SUMO2 (#48967), SUMO3 (#17361), HDAC2 (#68117), and pGL4-mIL-17pr (#20124) were purchased from Addgene (Cambridge, MA, USA). Myc-Foxp3 and Myc-Runx1 plasmids were generated by using the templates MIGR-mFoxp3 (#24067, Addgene) and HA-Runx1 (#45815, Addgene), respectively. Myc-Ubc9-C93A and Flag-HDAC2-H141A plasmids were generated by mega primer approach. Lentiviral expression clones of mROR-γt and K187R-mROR-γt were constructed by first subcloning into the pENTR-3C entry vector (Invitrogen, Carlsbad, CA, USA) and then L-R recombined to pLenti6.2/N-Lumio/V5-DEST. The sequences of all clones were verified. Antibodies used in these studies were anti-c-Myc (1:1000; #9E10, Santa Cruz, Dallas, TX, USA), anti-HDAC1 (1:1000; #10E2, Cell Signaling Technology, Danvers, MA, USA), anti-HDAC2 (1:1000; #C-8, Santa Cruz), anti-SUMO1 (1:500; #FL-101, Santa Cruz), anti-HDAC2 (#ab12169, Abcam, Cambridge, UK) for ChIP assay, anti-Flag (1:3000; #M2, Sigma, St. Louis, MO, USA), anti-β-actin (1:2000; #AC-15, Sigma), anti–ROR-γt (1:800; BD Bioscience, Franklin Lakes, NJ, USA), anti–ROR-γt (clone #AKFS9, eBioscience, San Diego, CA, USA) for ChIP assay, anti-hemagglutinin (HA) (1:1000; #Y-11, Santa Cruz), V5 antibody (1:4000; #R960-25, Invitrogen), and Clean-Blot^TM^ IP detection reagent (HRP) (1:50; Pierce Biotechnology, Waltham, MA, USA). Resazurin Sodium Salt (#R7017) was from Sigma-Aldrich (St. Louis, MO, USA) and the CFSE cell division tracker kit (#423801) was from Biolegend (San Diego, CA, USA). Fc block (#553142, BD Bioscience), Live Dead Aqua (#L34957, Invitrogen), anti-CD4-FITC (clone GK1.5, #11-0041-85, eBioscience), anti-CD8-PerCp-cy5.5 (clone 53-6.7, #551162, BD Pharmingen, Franklin Lakes, NJ, USA), anti-CD44-FITC (clone IM7, #553133, BD Pharmingen), anti-CD62L-APC-efluor^TM^ 780 (clone MEL-14, #47-0621-82, eBioscience), anti-CD4-PE (clone GK1.5, #553730, BD Pharmingen), anti-CD25-PE (clone PC61.5, #12-0251-81, eBioscience), CD4-APC (Clone GK1.5, #17-0041-81, eBioscience), and Foxp3-PE (FJK-16s, #12-5773-80, eBioscience) were used for flow cytometry experiments. Ready-SET-Go! ELISA kit for mouse IL-17 was purchased from eBioscience. The Dual-Luciferase Reporter Assay System kit was purchased from Promega (Madison, WI, USA). The Amaxa Cell Line Nucleofector kit was purchased from Lonza (Basel, Switzerland). Ubc9 (sc-36774-V), ROR-γt (sc-38881-V), and HDAC2 (sc-29346-V) shRNA lentiviral particles were purchased from Santa Cruz Biotechnology. Anti-CD28 (clone-37.51, #102101), anti-CD3 (clone-145-2C11, #100313), anti-IL4 (clone-11B11, #504102), and anti-IFN-γ (clone-XMG1.2, #505802) were purchased from BioLegend. Recombinant murine IL-6 (#216-16-B), recombinant murine IL-12 (#212-12), recombinant human TGF-β (#100-21), and recombinant murine IL-4 (#214-14) were purchased from PeproTech.

### Cell culture and transfection assay

293 T and 293FT cells (R700-07) were purchased from Invitrogen, and Jurkat T cells were purchased from ATCC. The medium used for these cell lines was Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum. Transfections were carried out using Lipofectamine 2000 (Invitrogen), except for Jurkat T cells, which underwent electroporation with the Amaxa kit according to the manufacturer’s instructions. The luciferase assay was performed using the luciferase reporter gene assay kit (Promega) according to the manufacturer’s instructions. One day before transfection, 5 × 10^5^ cells were seeded in 6-well culture plates, and the assay was performed after 30 h of transfection.

### CD4^+^ T cell differentiation and lentiviral transduction

CD4^+^ T cells were purified from splenocytes by magnetic activated cell sorting beads according to the manufacturer’s protocol (Miltenyi Biotec, Bergisch Gladbach, Germany). The purified CD4^+^ T cells were transduced with lentivirus expressing WT-ROR-γt or K187R-ROR-γt and differentiated under Th17 polarizing conditions The cells were then restimulated with 50 ng ml^-1^ PMA and 1 μg ml^−1^ ionomycin for 4 h, and ELISA was performed from culture supernatants. For differentiation, 3 ng ml^−1^ of IL-12 was used for Th1, 10 ng ml^−1^ of IL-4 for Th2, 1 μg ml^−^^1^ of α-IFN-γ, and 5 ng ml^−1^ of TGF-β for Treg, and culture for 5–7 days.

### Luciferase assay

Jurkat T cells were transfected with Ubc9, SUMO1, the IL-17 promoter plasmid, and either WT-ROR-γt or K187R-ROR-γt using the Amaxa Cell Line Nucleofector kit. After 24 h of transfection, cells were stimulated with PMA (50 ng ml^−1^) and ionomycin (1 μg ml^−1^). Lysates were prepared using the Dual-Luciferase Reporter Assay System kit, and luminescence was measured.

### Immunoblot analysis and immunoprecipitation

Cells were lysed in a NP-40 lysis buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1% NP-40, supplemented with cocktail protease inhibitor). Protein estimations were done using the Pierce BCA protein assay kit according to the manufacturer’s protocol. Protein samples were resolved on SDS-PAGE and were transferred to the polyvinylidene difluoride (PVDF) membrane by a wet blot system (Bio-Rad, Hercules, CA, USA). Post-transfer, the membrane was transferred to a blocking buffer (phosphate-buffered saline, 5% skimmed milk, and 0.1% Tween-20) for 1 h at room temperature. After incubation, the blot was washed 3 times (10 min each) with washing buffer (Tris-buffered saline and 0.1% Tween-20). Subsequently, the membrane was incubated overnight at 4 °C with primary antibodies diluted in blocking buffer followed by washing 3 times (10 min each) with washing buffer. The membrane was then incubated with secondary antibodies conjugated to poly-horseradish peroxidase (HRP) for another 1 h at room temperature. After subsequent washing, a blot was developed with ECL (Amersam, Little Chalfont, UK) western blotting detection reagents. For immunoprecipitation, cells were harvested and lysed in NP-40 buffer at 4 °C for 20 min. After centrifugation, supernatant was transferred to fresh tubes. Approximately 10% of the whole-cell lysate was used as input. Whole-cell lysates were precleared with 20 μL of Protein A/G plus agarose beads (Millipore, Billerica, MA, USA) for 1 h at 4 °C. Lysates were then incubated with 1 μg of the desired antibody overnight at 4 °C followed by 1 h incubation at 4 °C with 25 μL of Protein A/G beads. The immunocomplexes were washed 5 times with NP-40 buffer, denatured using 4× Laemmli buffer, separated by SDS-PAGE, transferred to PVDF membranes, and analyzed by immunoblotting. Clean-Blot^TM^ IP detection reagent (HRP) was used as a secondary antibody in all immunoprecipitation assays.

### Protein identification by liquid chromatography-tandem MS

Total lysates were prepared from cLPLs of WT mice followed by immunoprecipitation with anti-ROR-γt antibody or control antibody (IgG). Immunoprecipitated proteins were separated by SDS-PAGE. In-gel digestion with trypsin, followed by protein identification using liquid chromatography-tandem MS, was performed. Briefly, tryptic peptides were resolved on a nano-liquid chromatography column (Magic AQ C18; Michrom Bioresources, Auburn, CA, USA) and introduced into an Orbitrap mass spectrometer (Thermo Scientific, Waltham, MA, USA). The Orbitrap was set to collect a high-resolution MS1 (FWHM 30,000@400 m/z), followed by the data-dependent collision-induced dissociation spectra on the “top 9” ions in the linear ion trap. Spectra were searched against a human protein database (UniProt release 2011_05) using the X!Tandem/TPP software suite^39^. Proteins identified with a Protein Prophet probability ≥ 0.9 and a false discovery rate <2% were considered for further analysis.

### Ubiquitination assay

293 T cells were transfected with either Flag-WT-ROR-γt or Flag-K187R-ROR-γt along with Myc-Itch and HA-Ub. MG132 was added 4 h before cell lysis. Cells were washed 3 times with phosphate-buffered saline and lysed in NP-40 lysis buffer. Immunoprecipitation was performed using anti-Flag antibody. ROR-γt-associated ubiquitin was analyzed by immunoblot using anti-HA antibody.

### SUMOylation assay

To assess SUMOylation of ROR-γt, 293 T cells expressing HA-SUMO1, Myc-Ubc9, and Flag-ROR-γt or Flag-K187R-ROR-γt were lysed in lysis buffer (NP-40 lysis buffer containing 20 mM N-ethylmeimide, 1% SDS) and incubated for 10 min at 95 °C. Finally, samples were diluted with NP-40 lysis buffer containing 20 mM *N*-ethylmaleimide prior to immunoprecipitation. Protein immunoprecipitation studies were performed using anti-Flag antibody and immunoblotted with anti-HA antibody to detect the SUMOylated form of ROR-γt.

### RNA-Seq library preparation and data analysis

RNA was isolated from Th17 cells expressing either WT-ROR-γt or a SUMO-deficient mutant of ROR-γt using Qiagen RNA easy mini kit. Poly-A enriched NGS library construction was performed using the KAPA mRNA HyperPrep Kit (KAPA Biosystems, Wilmington, MA, USA) according to the manufacturer’s protocol. Quality of the individual libraries was assessed using the High Sensitivity DNA Kit (Agilent, Santa Clara, CA, USA). Individual libraries were quantitated via qPCR using the KAPA Library Quantification Kit, Universal (KAPA Biosystems) and equimolar pooled. Final pooled libraries were sequenced on an Illumina NextSeq 500 with paired-end 75 bases read lengths. Sequencing read quality was evaluated using FastQC. Reads after quality and adapter trimming by Cutadapt were aligned with HiSat2 to GRCm38. Read counts were generated by the featureCounts program using the annotations from GENCODE M15. Differential gene expression analysis was performed using DESeq2.

### Real-time PCR analysis

Total RNA was prepared using the RNeasy Mini kit (Qiagen, Hilden, Germany) followed by cDNA synthesis using the Verso cDNA Kit (Thermo Scientific, Waltham, MA, USA). Quantitative real-time PCR was performed on a Mastercycler Realplex2 (Eppendorf, Hamburg, Germany) using lightCycler 480 SYBR-Green Master Mix (Roche, Basel, Switzerland). All reactions were completed in triplicate. The expression of individual genes was normalized to the expression of actin. The following cycling parameters were used: 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s, an annealing temperature of 55 °C for 15 s, and 72 °C for 20 s. The primer sequences for the genes are as follows:

IL-17A forward primer: 5ʹ-TTTAACTCCCTTGGCGCAAAA-3ʹ

IL-17A reverse primer: 5ʹ-CTTTCCCTCCGCATTGACAC-3ʹ

IL-17F forward primer: 5ʹ-CTGGAGGATAACACTGTGAGAGT-3ʹ

IL-17F reverse primer: 5ʹ-TGCTGAATGGCGACGGAGTTC-3ʹ

ROR-γt forward primer: 5ʹ-TACCTTGGCCAAAACAGAGG-3ʹ

ROR-γt reverse primer: 5ʹ-ATGCCTGGTTTCCTCAAAA-3ʹ

mIL23R forward primer: 5′-GCTCGGATTTGGTATAAAGG-3′

mIL23R reverse primer: 5ʹ- ACTTGGTATCTATGTAGGTAGG-3ʹ

mFoxp3 forward primer: 5ʹ-CCCATCCCCAGGAGTCTTG-3ʹ

mFoxp3 reverse primer: 5ʹ-ACCATGACTAGGGGCACTGTA-3ʹ

mIL-4 forward primer: 5ʹ-GGTCTCAACCCCCAGCTAG-3ʹ

mIL-4 reverse primer: 5ʹ-GCCGATGATCTCTCTCAAGT-3ʹ

mIL-2 forward primer: 5ʹ-GTGCTCCTTGTCAACAGCG-3ʹ

mIL-2 reverse primer: 5ʹ-GGGGAGTTTCAGGTTCCTGTA-3ʹ

mIFN-γ forward primer: 5ʹ-GAACTGGCAAAAGGATGGTGA-3ʹ

mIFN-γ reverse primer: 5ʹ-TGTGGGTTGTTGACCTCAAAC-3ʹ

β-Actin forward primer: 5ʹ-GAAATCGTGCGTGACATCAAAG-3ʹ

β-Actin reverse primer: 5ʹ-TGTAGTTTCATGGATGCCACAG-3ʹ

### Adoptive transfer of Th17 cells

The CD4^+^CD25–CD45RB^hi^ cells were transduced with lentivirus expressing either WT-ROR-γt or K187R-ROR-γt and cultured under Th17 conditions as described above. The lentiviral-transduced Th17 cells (5 × 10^5^ cells/mice) were injected intraperitoneally into 8-week-old Rag1^−/−^ mice, and the mice were monitored for body weight and diarrhea score up to 6 weeks.

### Chromatin immunoprecipitation assay

The cells were cross-linked with 1% (v/v) methanol-free formaldehyde for 10 min (histone modification) and processed according to the protocol described in the Chromatin Immunoprecipitation Assay Kit (Millipore). Antibody chromatin complexes were pulled down using protein A/G beads, washed, and then eluted. After cross-link reversal and proteinase K treatment, immunoprecipitated DNA was purified using the ChIP DNA Clean kit (Zymo Research, Irvine, CA, USA). PCR was carried out with appropriate primers. An equal amount of chromatin solution was precipitated. IgG antibody was used as a negative control. The primer sequences for PCR are as follows:

mIL-17 promoter forward primer: 5ʹ-GACAGATGTTGCCCGTCATA-3ʹ

mIL-17 promoter reverse primer: 5ʹ-CAACAAGCGCCTTGTACATTAG-3ʹ

### TNBS-induced colitis

Colitis was induced in 6-to-8-week-old mice by presensitizing their skin with 150 μl of 1% TNBS (Sigma, St Louis, MO) in an acetone/olive oil mix (4:1) followed by rectal administration of 2.5% TNBS in ethanol after 7 days of presensitization. Control mice were treated with 50 μl of 50% ethanol alone. Body weight was measured every day and calculated as percent change in weight compared to baseline. Mice were killed on day 8 after rectal administration of TNBS. Stool consistency, occult blood, and histology were scored. Briefly, stool scores were calculated as follows: 0 = well-formed pellets, 2 = semiformed stool, and 4 = liquid stool that adhered to the anus. Bleeding scores were calculated as follows: 0 = no blood, 2 = visible blood traces in stool, and 4 = gross rectal bleeding. Stool consistency scores and bleeding scores were added and presented as clinical scores. Histology were calculated as follows: 0 = no evidence of inflammation, 1 = low level of inflammation, with scattered infiltrating mononuclear cells, 2 = moderate inflammation, 3 = high level of inflammation, with increased vascular density and marked wall thickening, 4 = maximal severity of inflammation with complete crypt loss.

### Cell proliferation assay

Purified CD4^+^ T cells were labeled with 5 μM CFSE for 10 min at 37 °C and cultured in the presence of α-CD3 and α-CD28 antibodies for 72 h. Cell proliferation was analyzed by FACS according to CFSE dilution and cell number counts. Cell viability was measured using Resazurin Sodium Salt (#R7017, Sigma). Purified CD4^+^ T cells were incubated 1-4 h with 0.01% Resazurin Sodium Salt and fluorescence intensity was measured.

### Experimental encephalitis model

Wild type (WT) and HDAC2^f/f^ CD4-Cre mice 10–12 weeks of age were immunized subcutaneously on day 0 with 100 μg MOG (35–55) peptide. Pertussis toxin in 100 μl saline was injected subcutaneously twice (once each on days 0 and 1). Disease severity was assigned scores on the following scale: 0, no disease; 0.5, stiff tail; 1, limp tail; 1.5, limp tail with inability to right; 2, paralysis of one limb; 2.5, paralysis of one limb and weakness of another limb; 3, complete paralysis of both hind limbs; 4 moribund; 5, death.

### T cell–induced colitis

Splenocytes from WT and HDAC2^f/f^ CD4-Cre mice were enriched for CD4^+^ T cells by using the CD4^+^ T Cell Isolation Kit (MACS Miltenyi Biotech). Cells were then stained with antibodies against PE–CD45RB (16 A) and FITC-CD4 (GK1.5) (all from BD Pharmingen) and were then sorted for CD4^+^CD45RB^hi^ populations. Rag1^–/–^ mice were injected intraperitoneally with 5 × 10^5^ CD4^+^CD45RB^hi^ cells and monitored for body weight and diarrhea score up to 6 weeks.

### Densitometry analysis

To measure the levels of SUMOylated protein, the intensity of SUMOylated and unSUMOylated bands was quantified by densitometry using ImageJ version 1.43 software (National Institutes of Health, Bethesda, MD, USA). We considered the densitometry values of SUMOylated and unSUMOylated areas as 100% protein. From this value, we then calculated the percentage of SUMOylated and unSUMOylated proteins.

### Statistical analysis

The data were analyzed with GraphPad Prism 4 software (La Jolla, CA, USA) to determine statistical significance using the paired Student’s *t*-test. The data are expressed as mean ± S.D. A *p*-value < 0.05 was considered significant.

## Electronic supplementary material

Supplementary Information

## Data Availability

The raw data for RNAseq analysis have been deposited in the GEO data base under accession code GSE116407. The authors declare that all data supporting the findings of this study are available within the article and its supplementary file or from the corresponding author upon reasonable request.

# Supplementary material for: SUMOylation of ROR-γt inhibits IL-17 expression and inflammation via HDAC2
**Source:** Nat Commun. 2018 Oct 30;9:4515. doi: 10.1038/s41467-018-06924-5

## **Supplementary Information**

### **SUMOylation of ROR- $\gamma$ t inhibits IL-17 expression and inflammation via HDAC2**

Singh et al.

## Supplementary Figures

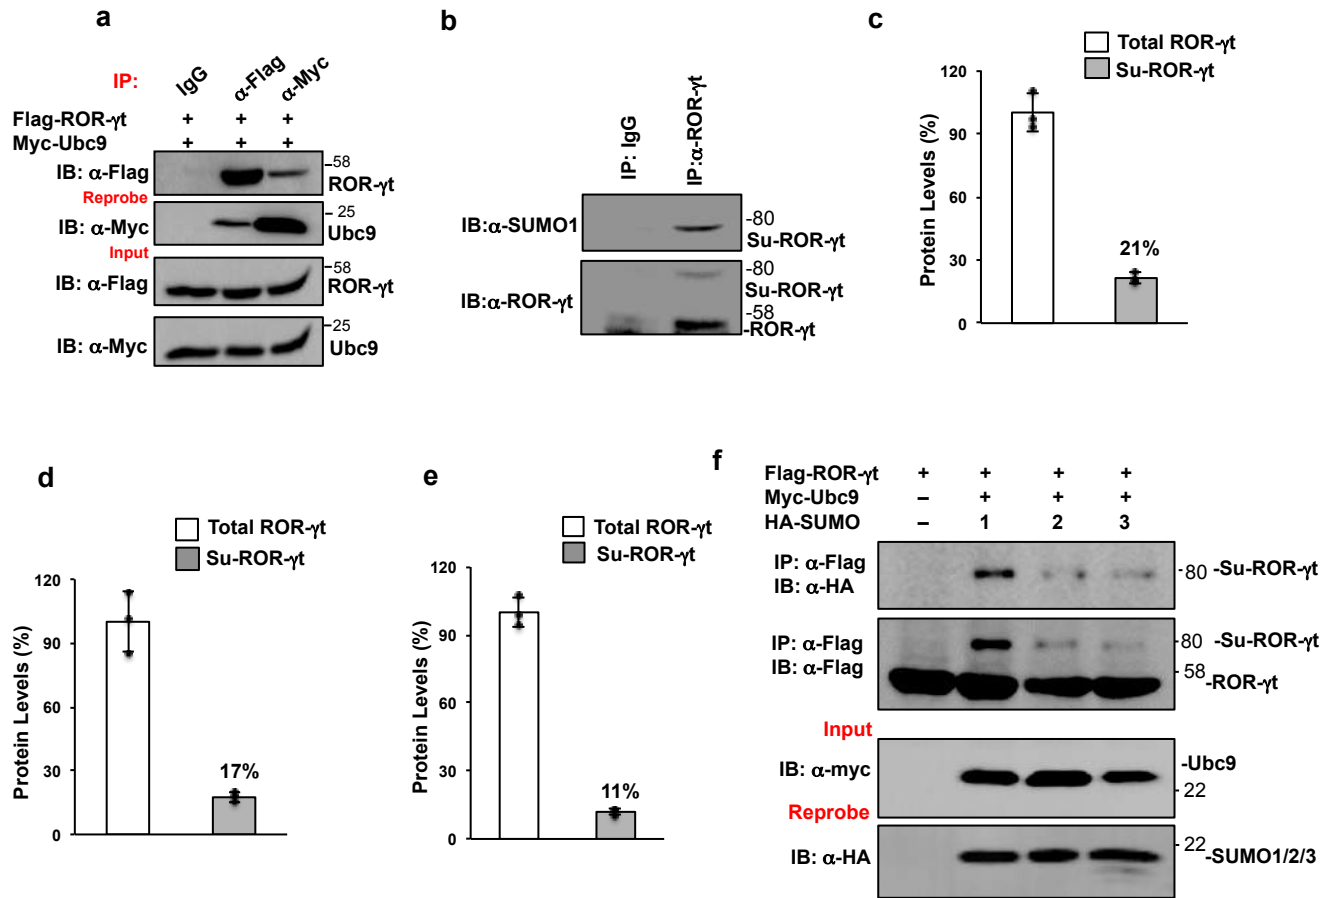

**Supplementary Figure 1.** Analysis of SUMOylation of ROR-γt. **(a)** Whole-cell lysates of 293T cells transfected with plasmids encoding Flag-ROR-γt and Myc-Ubc9 were immunoprecipitated (IP) with anti-c-Myc, anti-Flag, or the control antibody (IgG), and immunoblot analysis (IB) with anti-c-Myc or anti-Flag was performed. **(b)** Lysates were prepared from Th17 cells and immunoprecipitated with anti-ROR-γt antibody or control IgG antibody. The immunoprecipitates were analyzed by immunoblotting with anti-SUMO1 antibody. **(c–e)** Densitometry analysis was conducted for SUMOylated ROR-γt in **(c)** 293T cells, **(d)** cLPLs, and **(e)** in vitro differentiated Th17 cells. **(f)** 293T cells were transfected with Flag-ROR-γt and Myc-Ubc9 along with HA-SUMO1, HA-SUMO2, or HA-SUMO3. Cell lysates were immunoprecipitated with anti-Flag antibody. The immunoprecipitates were analyzed by immunoblot assay with anti-HA antibody to detect the SUMOylated form of ROR-γt. Data are representative of three independent experiments.

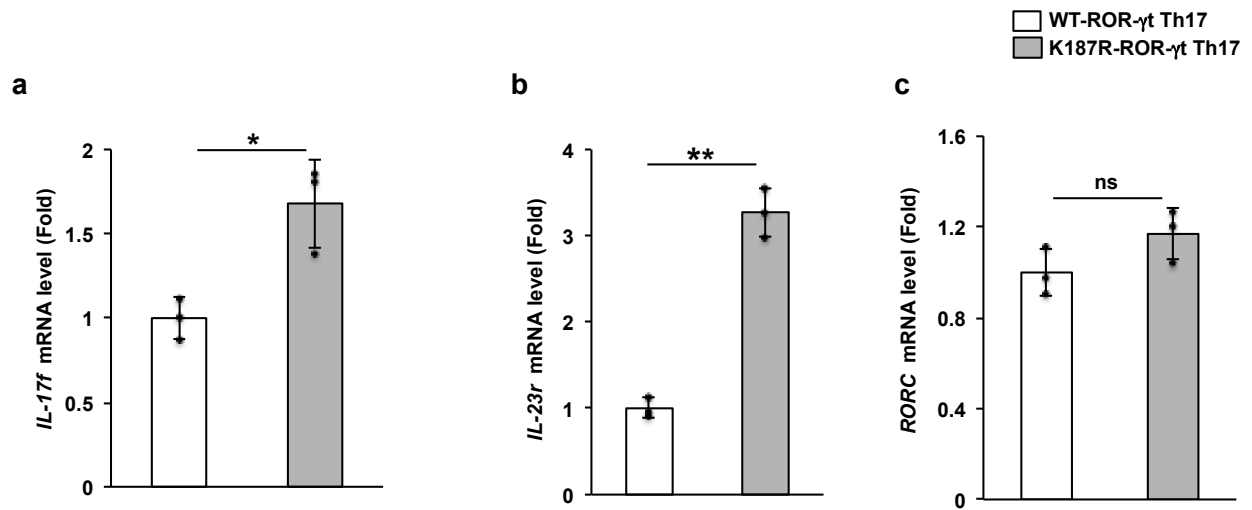

**Supplementary Figure 2.** Elevated levels of IL-17 expression in Th17 cells expressing a SUMOylation-deficient mutant of ROR- $\gamma$ t. **(a-c)** Real-time PCR analysis for *IL-17f*, *IL-23r*, and *RORC* genes. Data are from one experiment representative of four independent experiments with similar results. \* $p < 0.05$ , \*\* $p < 0.01$  (two-tail  $t$  test) error bars are S.D.

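Real-time PCR copies a short stretch of a transcript between a pair of primers and reads the amount of product as it forms. The values of Supplementary Fig. 2 are relative amounts. The primers the paper lists were placed on the annotated transcripts of GRCm38. For Il17f they enclose a product of 227 bases in 3 of the 4 annotated transcripts, reaching from exon 2 into exon 3 of Il17f-201. For Il23r the product has 220 bases and reaches from exon 3 into exon 4. Both pairs thus span an exon boundary. These primer pairs matched 0 transcripts of other genes.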

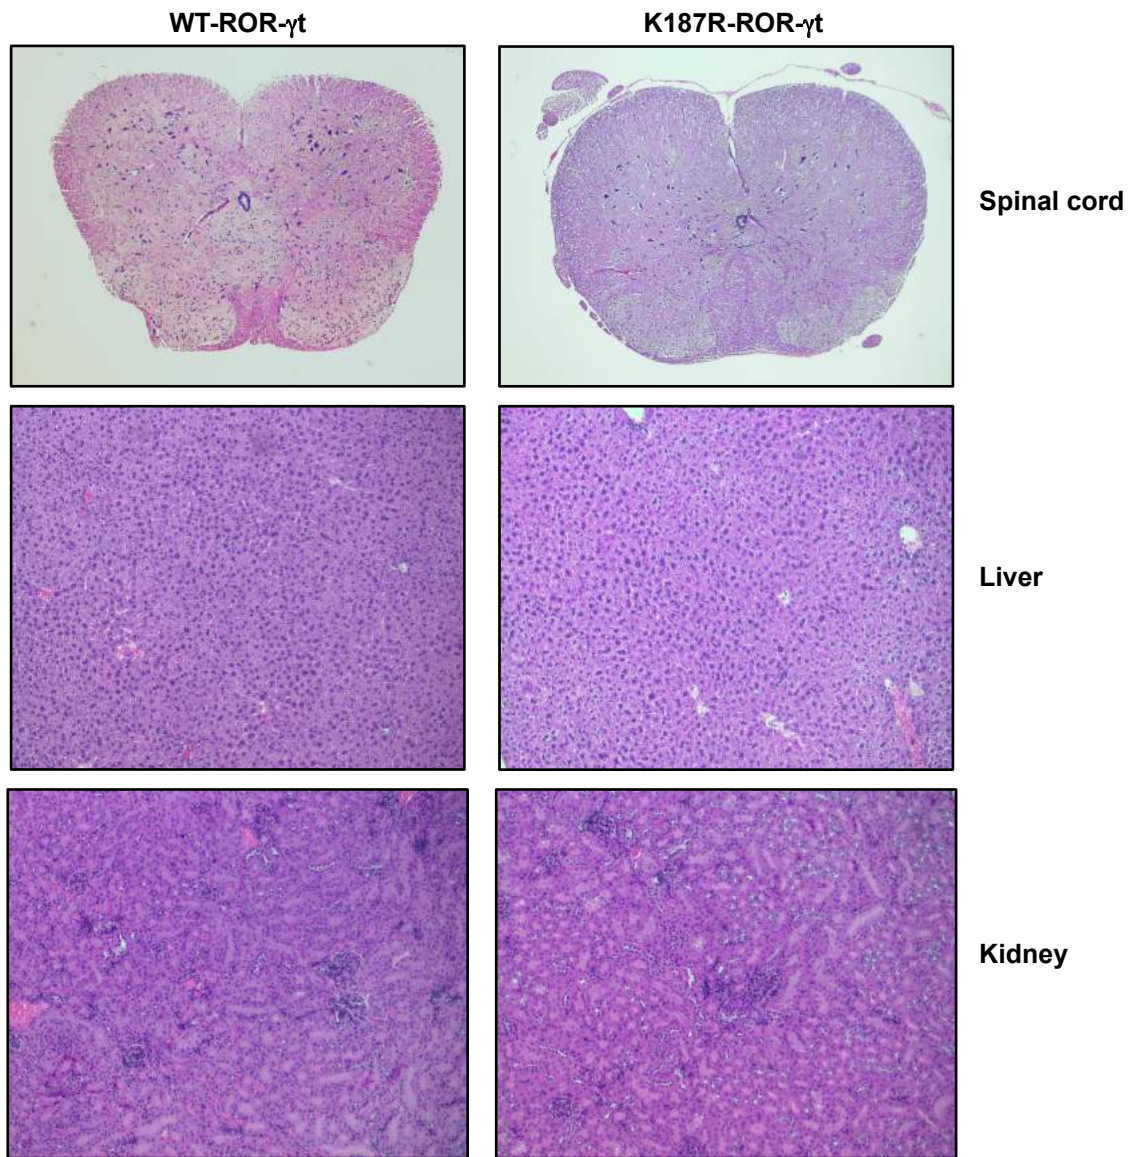

**Supplementary Figure 3.** Liver, kidney, and spinal cord of Rag1<sup>-/-</sup> mice injected with Th17 cells. H&E-stained sections of spinal cord, liver, and kidney were analyzed under a light microscope. Data are from one experiment representative of three independent experiments with similar results.

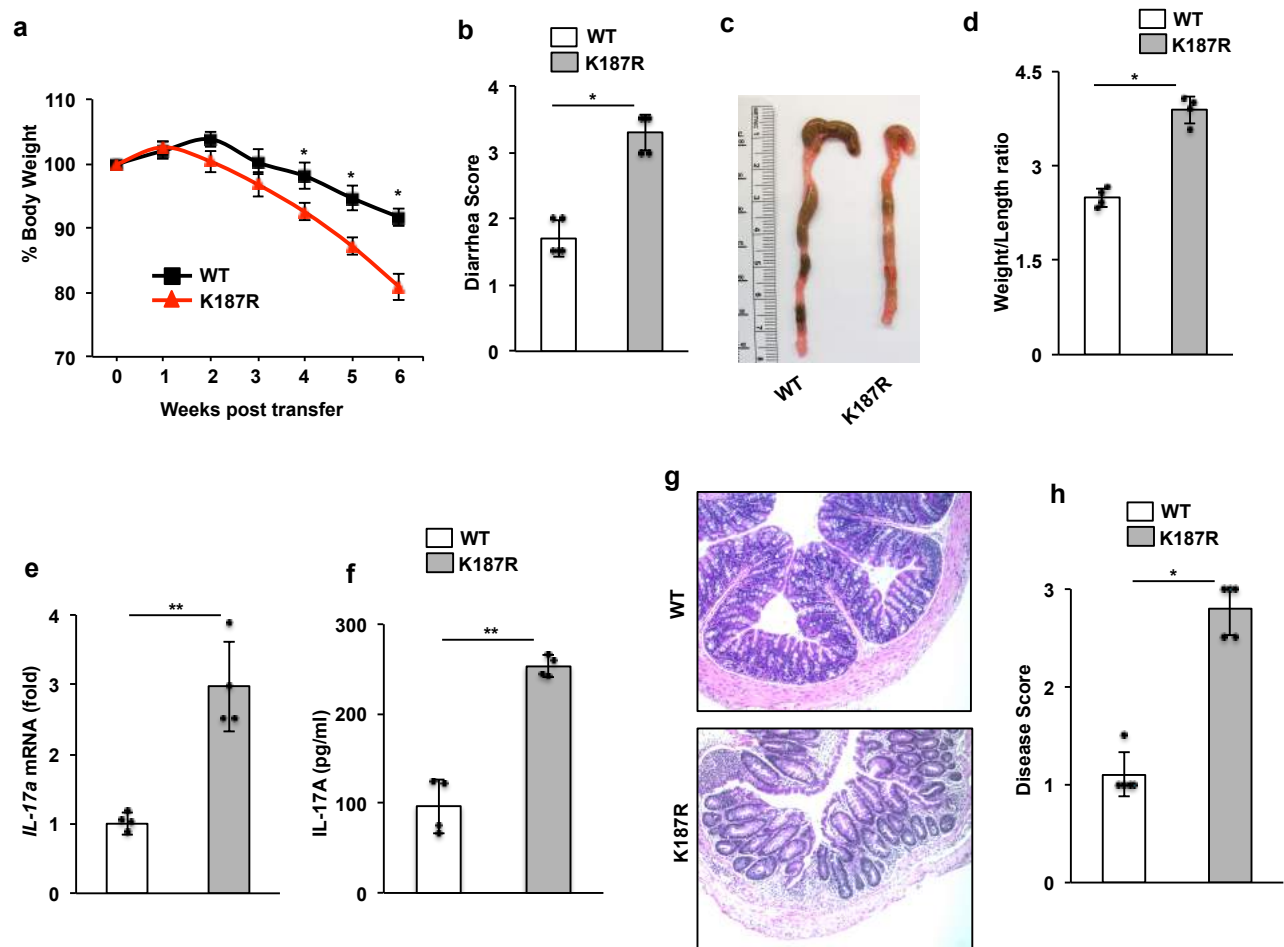

**Supplementary Figure 4.** Undifferentiated CD4<sup>+</sup> T cells expressing SUMOylation-defective ROR- $\gamma$ t induce severe colitis in Rag1<sup>-/-</sup> mice. ROR- $\gamma$ t<sup>-/-</sup> CD4<sup>+</sup> T cells transduced with lentivirus expressing WT-ROR- $\gamma$ t or SUMOylation-deficient mutant ROR- $\gamma$ t were adoptively transferred to Rag1<sup>-/-</sup> mice. Data show **(a)** body weight, **(b)** diarrhea score, **(c)** colon size, and **(d)** weight-to-length ratio of colon for Rag1<sup>-/-</sup> host mice ( $n = 4$  per group) given an intraperitoneal injection of ROR- $\gamma$ t<sup>-/-</sup>-transduced cells expressing WT-ROR- $\gamma$ t or SUMOylation-defective ROR- $\gamma$ t (K187R-ROR- $\gamma$ t) and monitored for 6 weeks. **(e)** Real-time PCR analysis was conducted of *IL-17a* mRNA as well as **(f)** ELISA to measure IL-17A secretion in the explant colon culture of Rag1<sup>-/-</sup> mice as in **a-d**. Results are presented relative to those of Rag1<sup>-/-</sup> mice given cells expressing WT-ROR- $\gamma$ t. **(g)** H&E-stained colonic sections and **(h)** disease score of those sections from Rag1<sup>-/-</sup> mice as in **a-d**. Data are from one experiment representative of three independent experiments with similar results. \* $p < 0.05$ , \*\* $p < 0.01$  (two-tail  $t$  test) error bars are S.D.

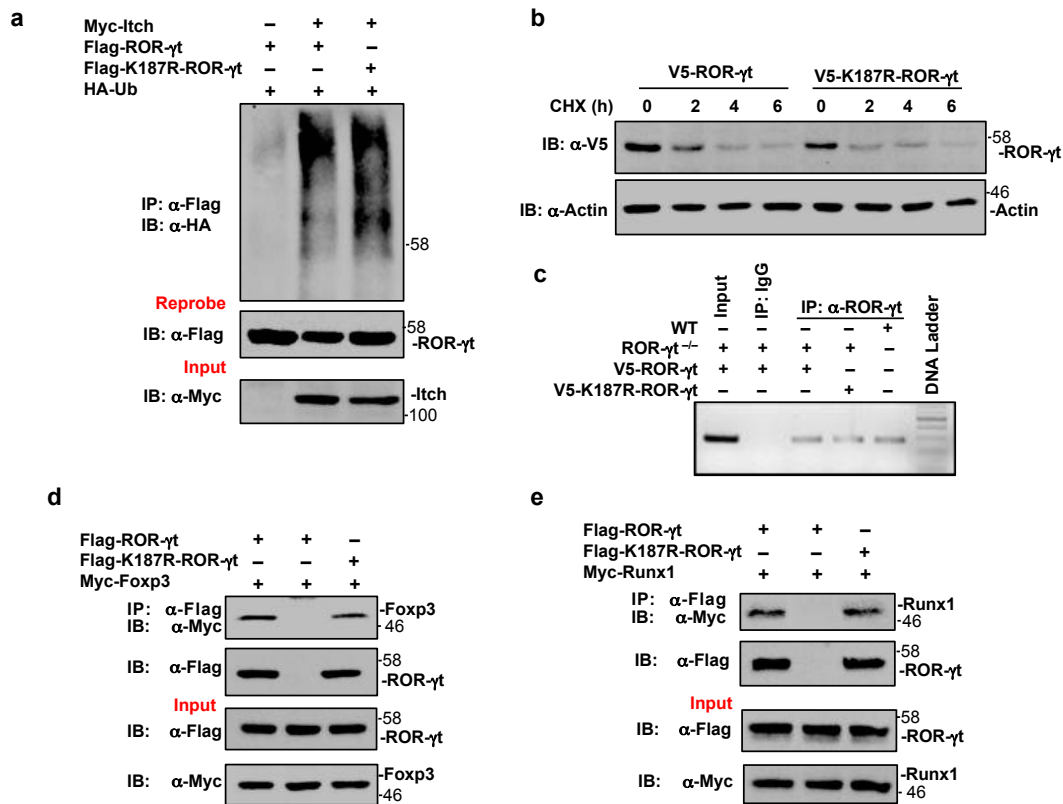

**Supplementary Figure 5.** SUMOylation of ROR- $\gamma$ t does not affect its ubiquitination, stability, DNA binding activity, and interaction with other binding partners. **(a)** Total cell lysates from 293T cells transfected with Myc-Itch, HA-Ub, and either Flag-ROR- $\gamma$ t or Flag-K187R-ROR- $\gamma$ t were immunoprecipitated with anti-Flag antibody. The immunoprecipitates were immunoblotted with anti-HA antibody to detect the ubiquitinated form of ROR- $\gamma$ t. **(b)** A cycloheximide chase experiment was performed in ROR- $\gamma$ t<sup>-/-</sup> cells transduced with lentivirus encoding V5-tagged WT-ROR- $\gamma$ t or K187R-ROR- $\gamma$ t. The expression of ROR- $\gamma$ t was analyzed by immunoblotting with anti-V5 antibody. **(c)** Binding of ROR- $\gamma$ t to the IL-17 promoter was analyzed by ChIP analysis using a DNA-protein complex from transduced CD4<sup>+</sup> T cells expressing WT-ROR- $\gamma$ t or the SUMOylation-deficient mutant of ROR- $\gamma$ t (K187R-ROR- $\gamma$ t) and immunoprecipitated with anti-ROR- $\gamma$ t or control antibody (IgG). **(d-e)** Whole-cell lysates of 293T cells were transfected with plasmids encoding **(d)** Myc-Foxp3 or **(e)** Myc-Runx1 with either Flag-ROR- $\gamma$ t or Flag-K187R-ROR- $\gamma$ t. Lysates were immunoprecipitated with anti-Flag or the control IgG antibody and immunoblotted with anti-c-Myc antibody. The data are representative of three or more independent experiments.

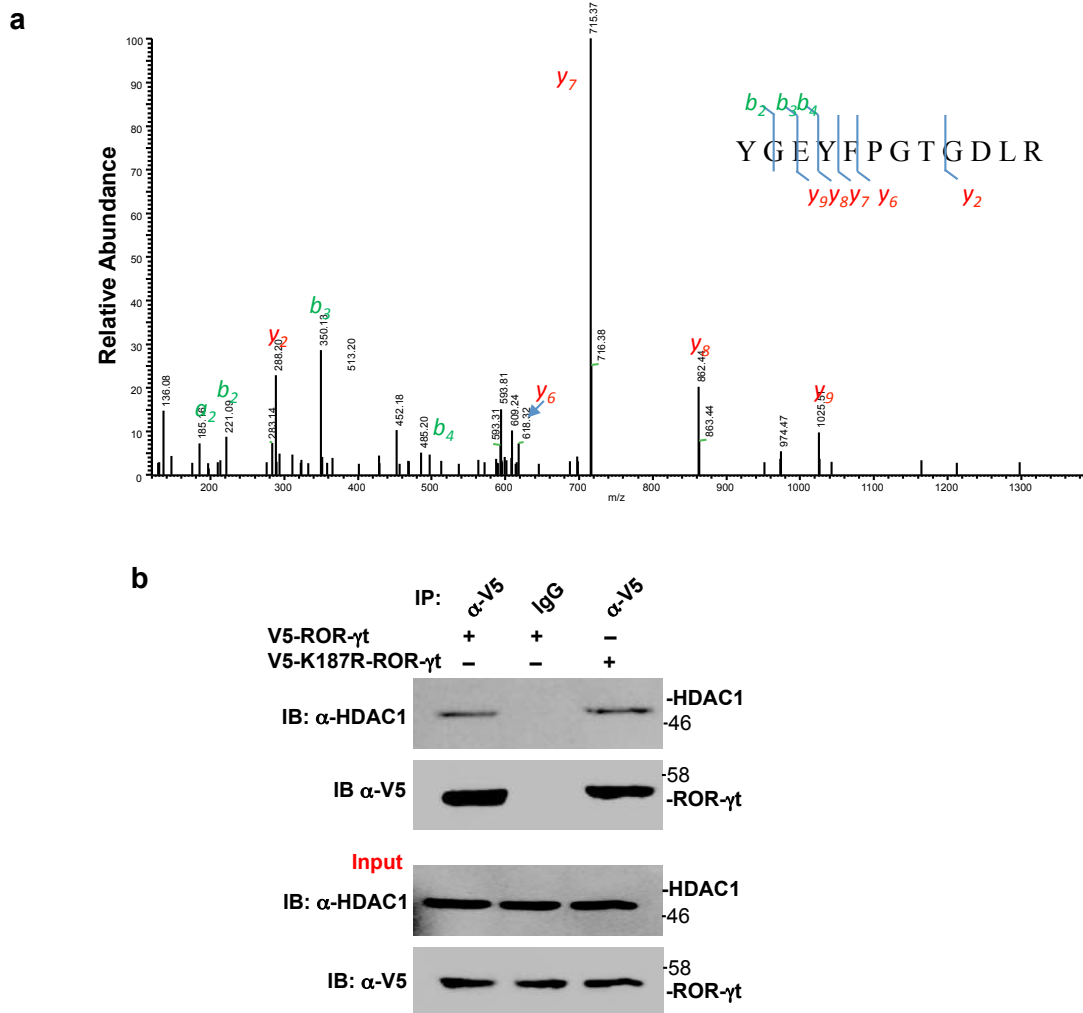

**Supplementary Figure 6.** HDAC2 interacts with ROR- $\gamma$ t. **(a)** Lysate was prepared from cLPLs of WT mice and subjected to immunoprecipitation with anti-ROR- $\gamma$ t antibody or control IgG antibody. The precipitated proteins were subjected to SDS-PAGE and in-gel digestion. The resulting peptides were analyzed by high-resolution MS/MS. HDAC2 (SwissProt #Q8BQ10) was identified as a specific interactor of ROR- $\gamma$ t protein. An MS/MS spectrum of the peptide  $^{202}\text{YGEYFPGTGDLR}^{213}$  ( $[M+H]^+ = 687.81$   $m/z$ ) belonging to HDAC2 is shown. Observed  $b$ - and  $y$ -ions are indicated. **(b)** Interaction of WT and K187R-ROR- $\gamma$ t mutant with HDAC1. ROR- $\gamma$ t $^{-/-}$  CD4 $^{+}$  T cells were transduced with WT-ROR- $\gamma$ t or K187R-ROR- $\gamma$ t, immunoprecipitated with anti-V5 antibody, and immunoblotted with antibody against HDAC1. Data are representative of three or more independent experiments.

## Gating strategies used for flow cytometry

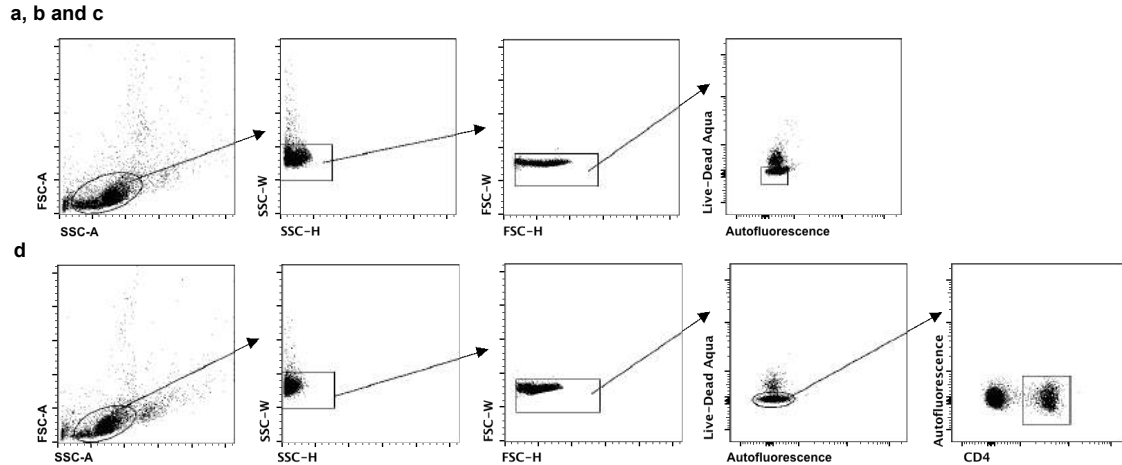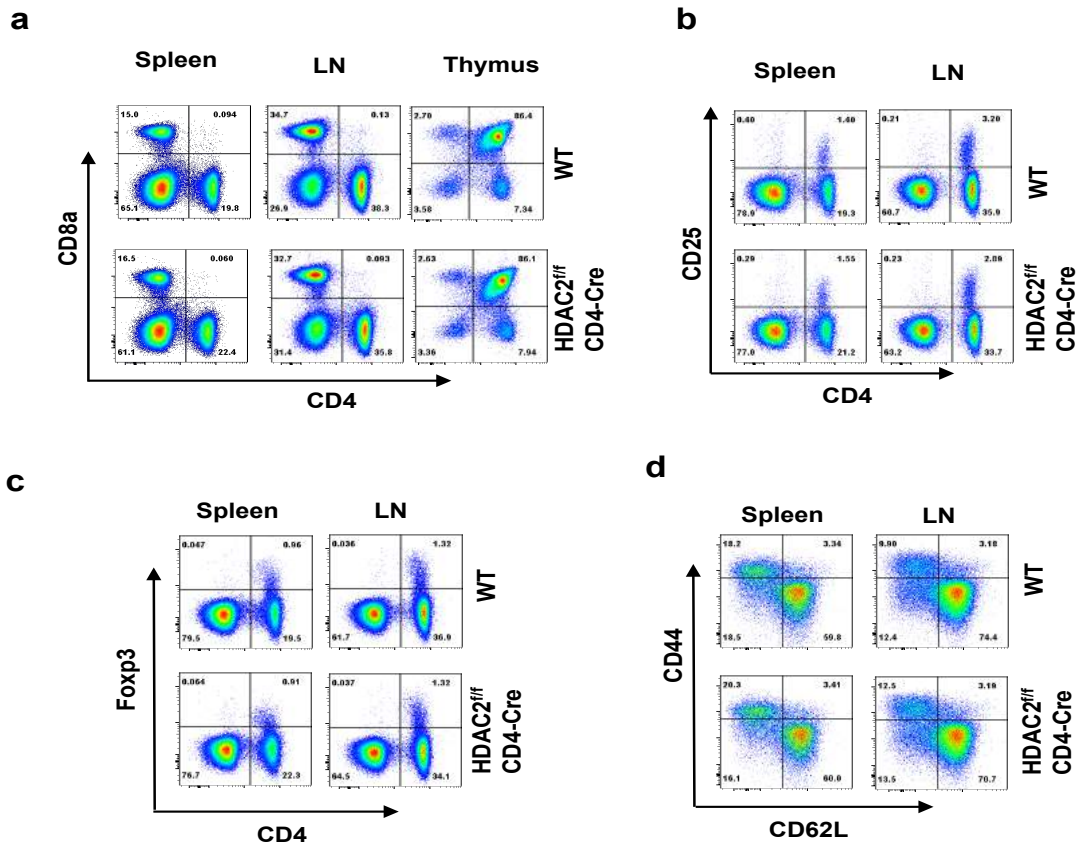

**Supplementary Figure 7.** Flow cytometric analysis of T cells in spleen, lymph node, and thymus of WT and HDAC2<sup>fl/fl</sup> CD4-Cre mice. **(a)** CD8a and CD4 plots from spleen, lymph node, and thymus are gated on live cells. **(b)** CD4 and CD25 plots from spleen and lymph node are gated on live cells. **(c)** CD4 and Foxp3 plots from spleen and lymph node are gated on live cells. **(d)** CD44 and CD62L plots are gated from CD4<sup>+</sup> live cells. Data are representative of three independent experiments.

### Gating strategies used for flow cytometry

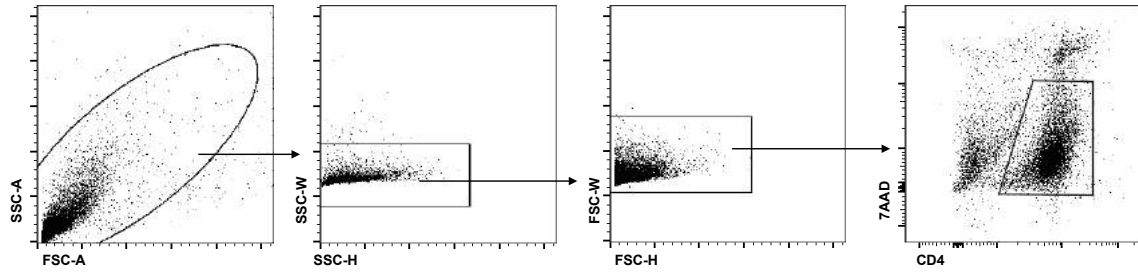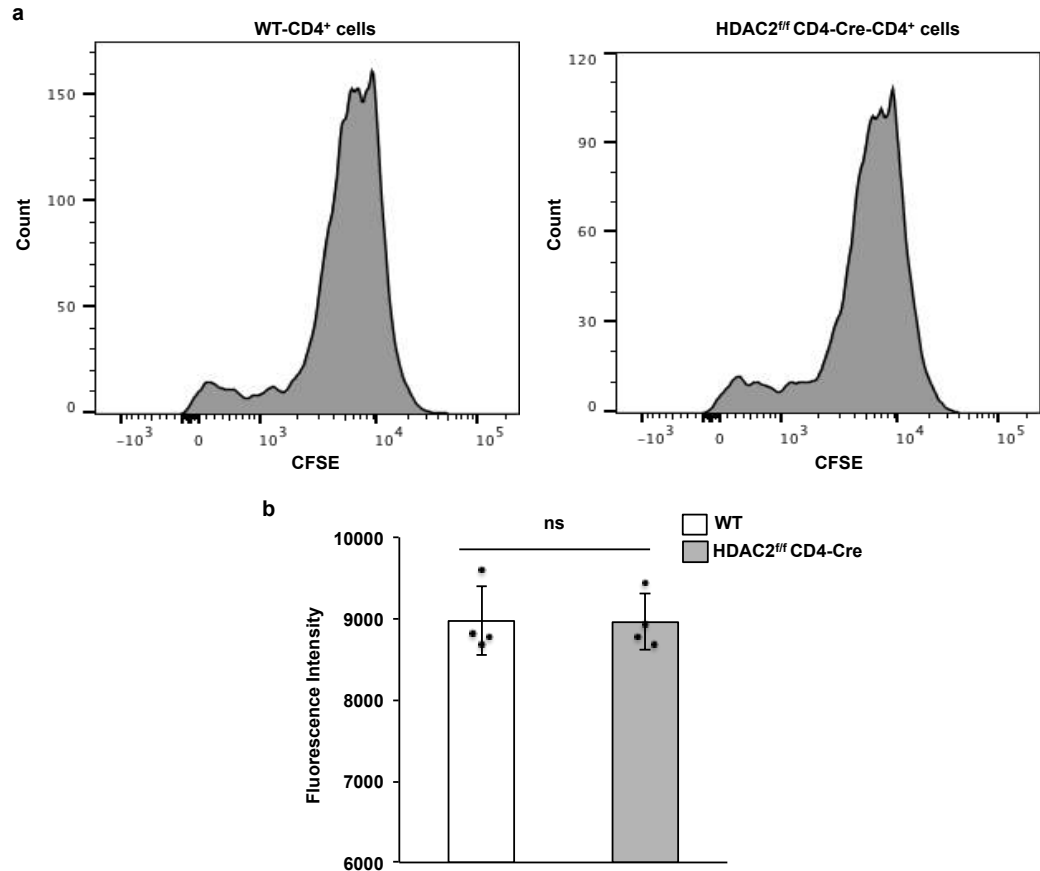

**Supplementary Figure 8.** Comparison of cell proliferation and cell viability of WT and HDAC2<sup>-/-</sup> CD4<sup>+</sup> T cells. **(a)** CD4<sup>+</sup> T cell proliferation was measured by CFSE dilution on day 3 after stimulation of CD4<sup>+</sup> T cells. **(b)** Cell viability was measured by using Resazurin Sodium Salt. Data are representative of three independent experiments. ( $p > 0.05$ ) ns -non significant (two-tail  $t$  test) error bars are S.D.

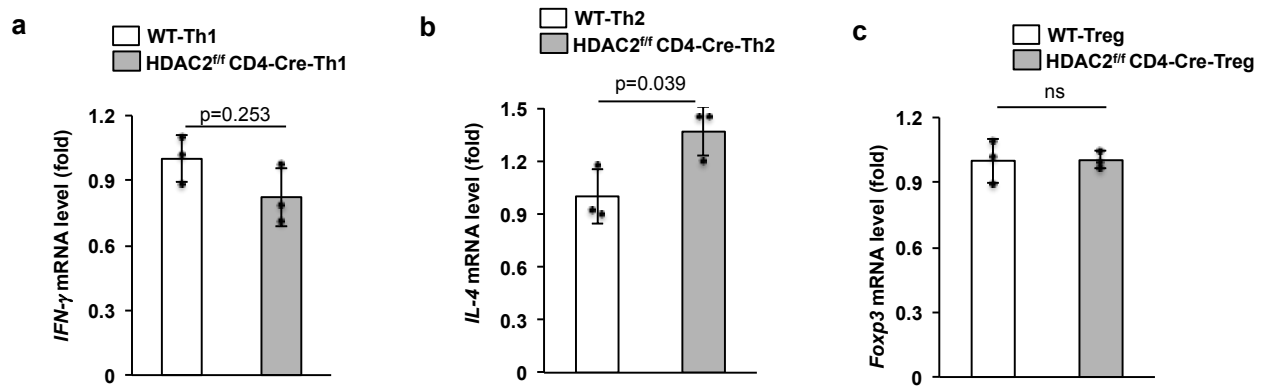

**Supplementary Figure 9.** Expression of (a) *IFN- $\gamma$* , (b) *IL-4*, and (c) *Foxp3* in WT and HDAC2<sup>-/-</sup> in *in vitro* generated Th1, Th2 and Tregs. CD4<sup>+</sup> T cells from wild-type (WT) and HDAC2<sup>fl/fl</sup> CD4-Cre mice were differentiated under Th1, Th2 and Treg-polarizing conditions, and expression of *IFN- $\gamma$* , *IL-4*, and *Foxp3* was analyzed by real-time PCR. Data are representative of three independent experiments. ( $p > 0.05$ ) ns -non significant (two-tail *t* test) error bars are S.D.

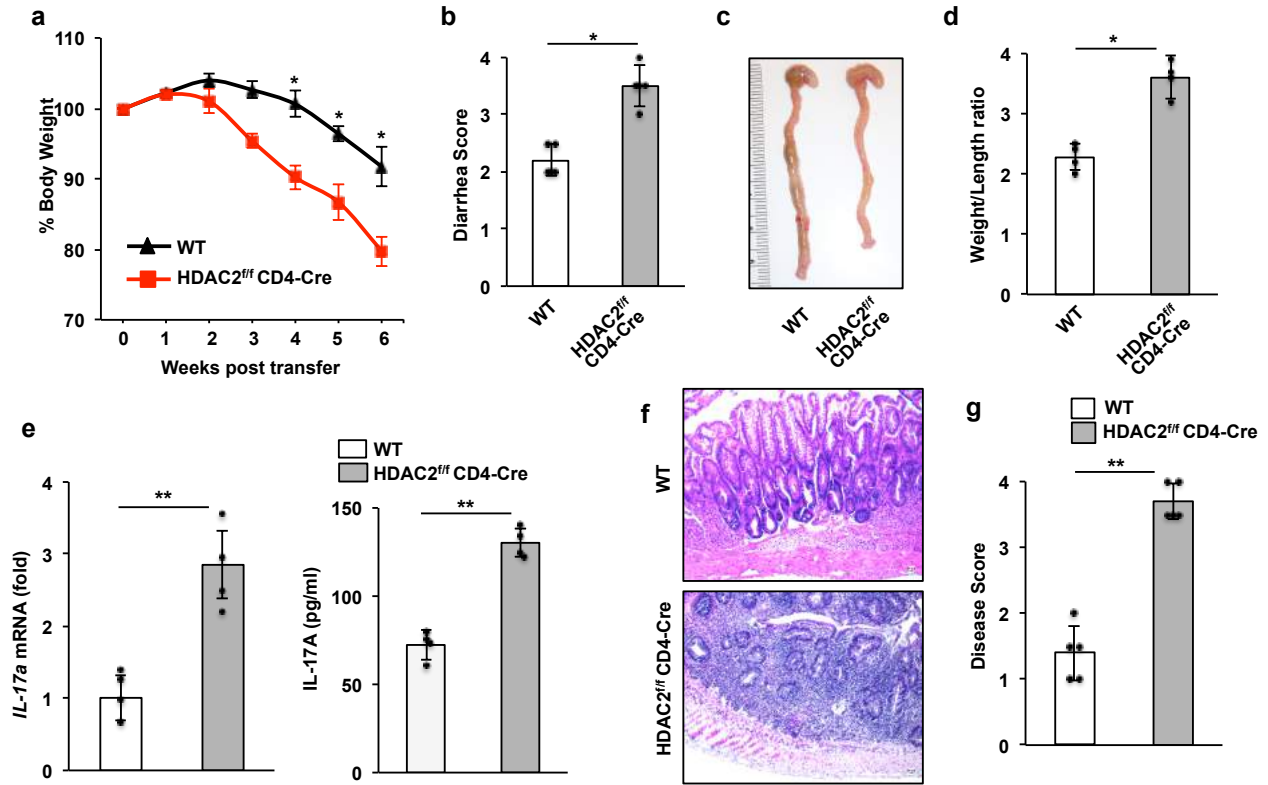

**Supplementary Figure 10.** HDAC2<sup>fl/fl</sup> CD4-Cre CD4<sup>+</sup>CD45RB<sup>hi</sup> cells induce enhanced colitis in Rag1<sup>-/-</sup> mice. Data show **(a)** body weight, **(b)** diarrhea score, **(c)** colon size, and **(d)** colonic weight-to-length ratio of Rag1<sup>-/-</sup> mice ( $n = 5$  per group) given an intraperitoneal injection of CD4<sup>+</sup>CD45RB<sup>hi</sup> cells from WT or HDAC2<sup>fl/fl</sup> CD4-Cre mice. **(e)** Real-time PCR analysis was performed of *IL-17a* mRNA in the cLPLs, and ELISA was used to measure IL-17A secretion in the colon explant culture in Rag1<sup>-/-</sup> mice as in **a–c**. Results are presented relative to those of Rag1<sup>-/-</sup> mice given WT cells. **(f)** Microscopy is shown of H&E-stained colonic sections from Rag1<sup>-/-</sup> mice as in **a–c**, with **(g)** disease scores of those sections. Data are representative of three independent experiments. \* $p < 0.01$ , \*\* $p < 0.001$  (two-tail  $t$  test) error bars are S.D.

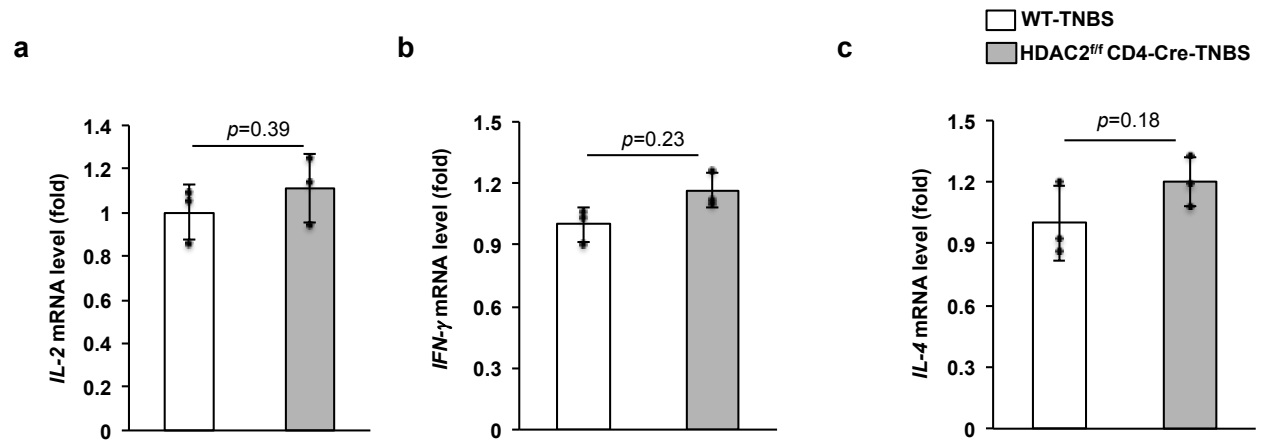

**Supplementary Figure 11.** Real-time PCR analysis for expression of (a) *IL-2*, (b) *IFN-γ*, and (c) *IL-4* in the colonic mucosa of WT and HDAC2<sup>fl/fl</sup> CD4-Cre mice treated with TNBS. Data are representative of three independent experiments. ( $p > 0.05$ ) ns -non significant (two-tail  $t$  test) error bars are S.D.

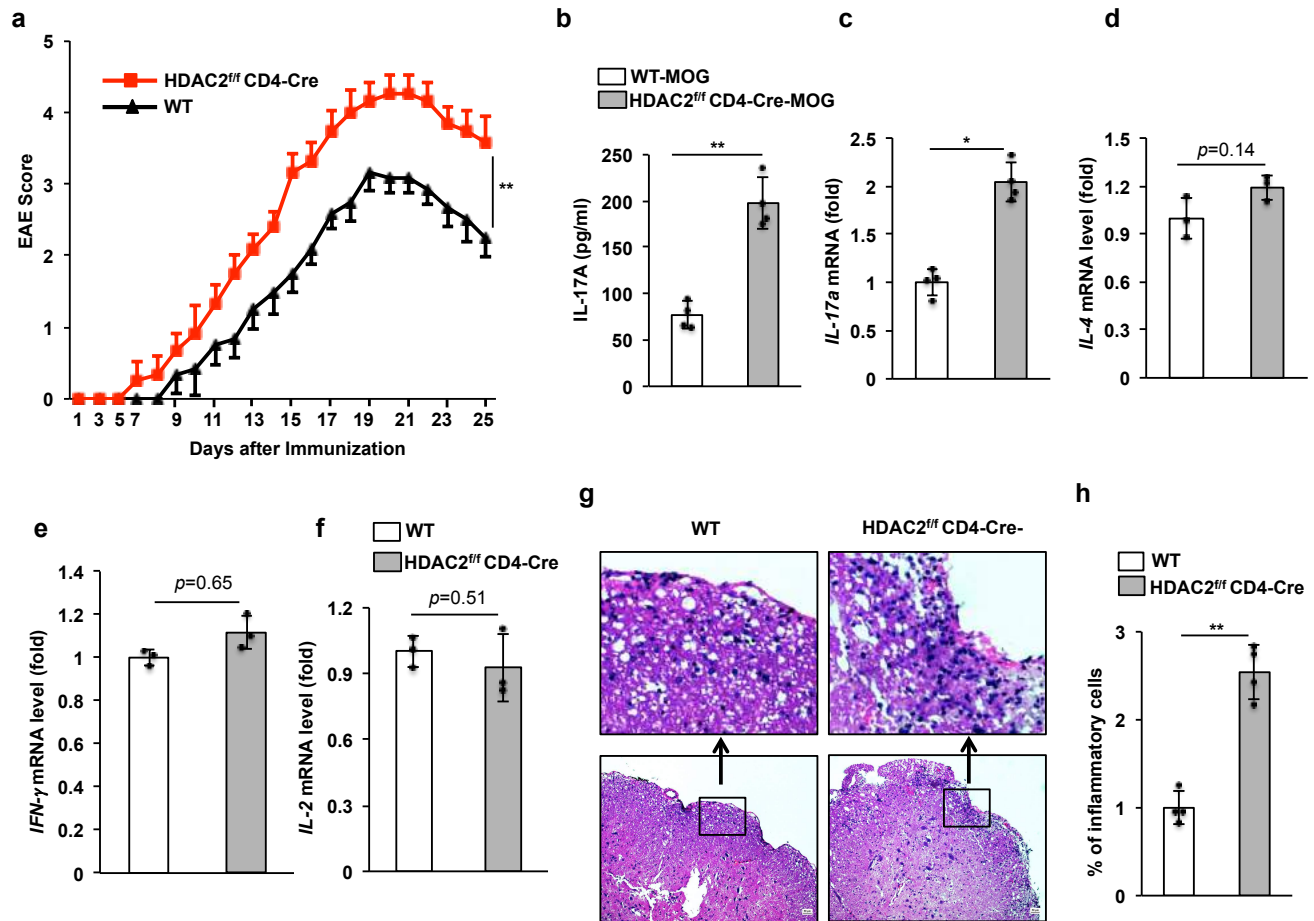

**Supplementary Figure 12.** WT and HDAC2<sup>fl/fl</sup> CD4-Cre ( $n = 5$  per group) were immunized with MOG<sub>35-55</sub> peptide in CFA. Data show **(a)** clinical EAE scores (0-5-severity scale) and **(b)** ELISA to measure IL-17A secretion in splenocytes stimulated for 72 h with MOG<sub>35-55</sub> peptide. **(c-f)** Real-time PCR was performed to measure the mRNA level of *IL-17a*, *IL-4*, *IFN-γ* and *IL-2* in spinal cord. **(g)** H&E-stained sections of the spinal cord were prepared. **(h)** The percentage of inflammatory cell infiltration in the unit area was determined. Data are representative of three independent experiments. \* $p < 0.01$ , \*\* $p < 0.001$  (two-tail  $t$  test) error bars are S.D.

## Uncropped Blots

Figure. 1

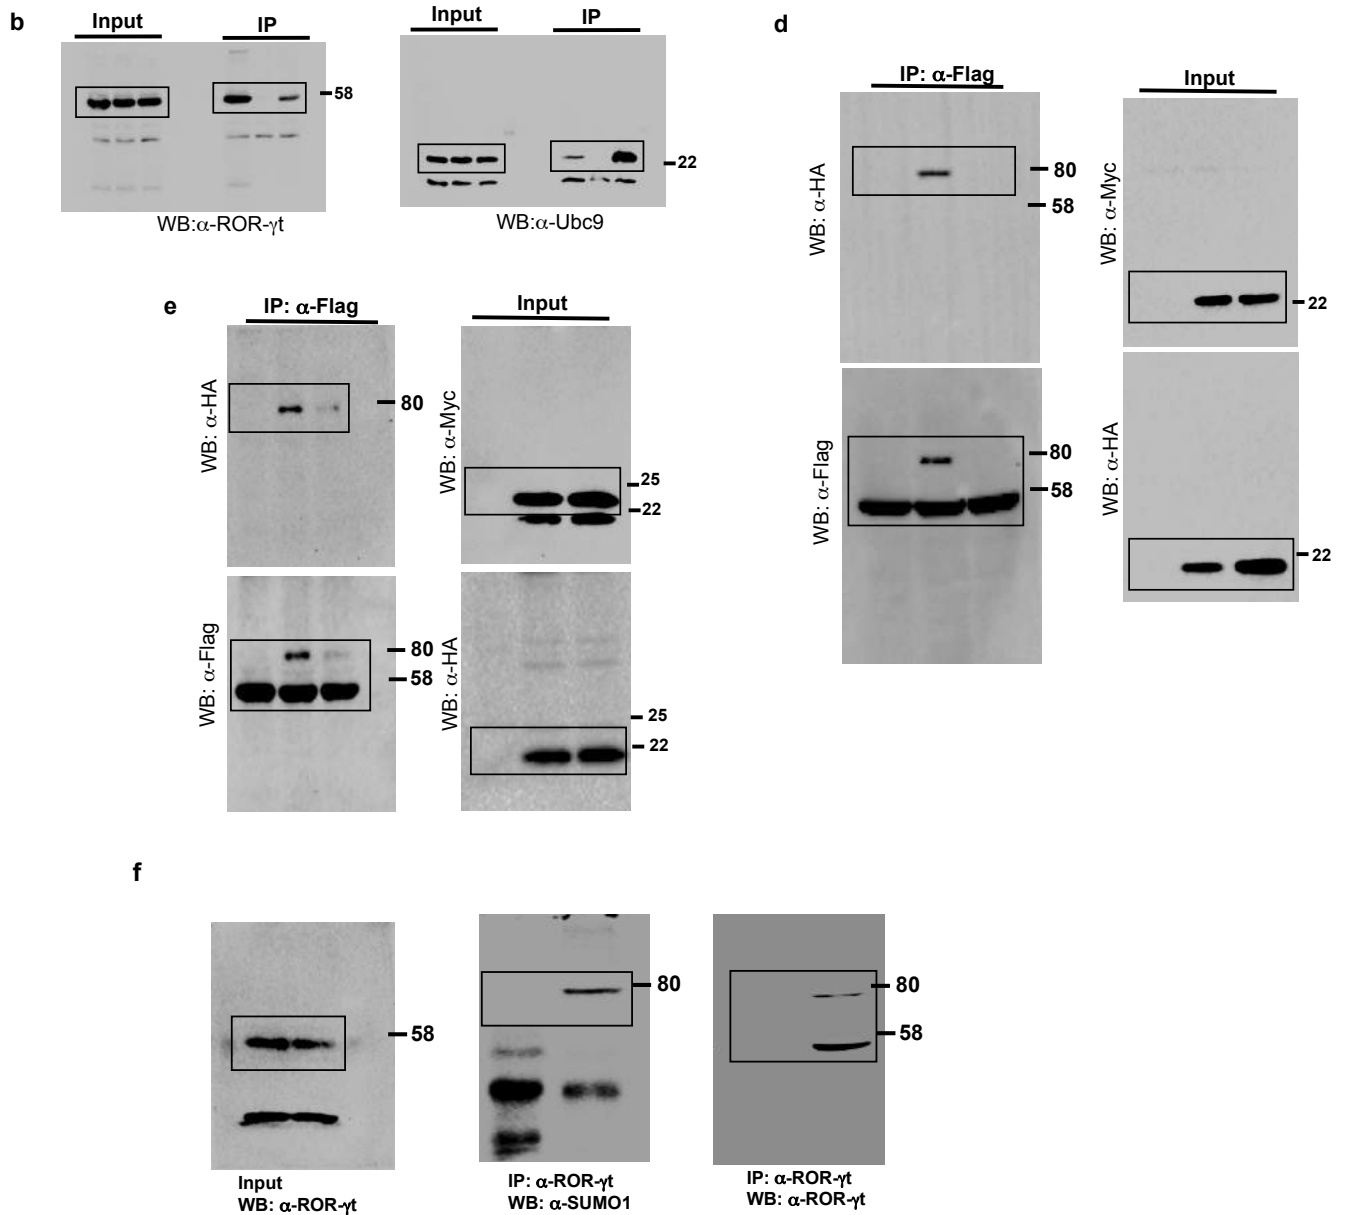

Figure. 2

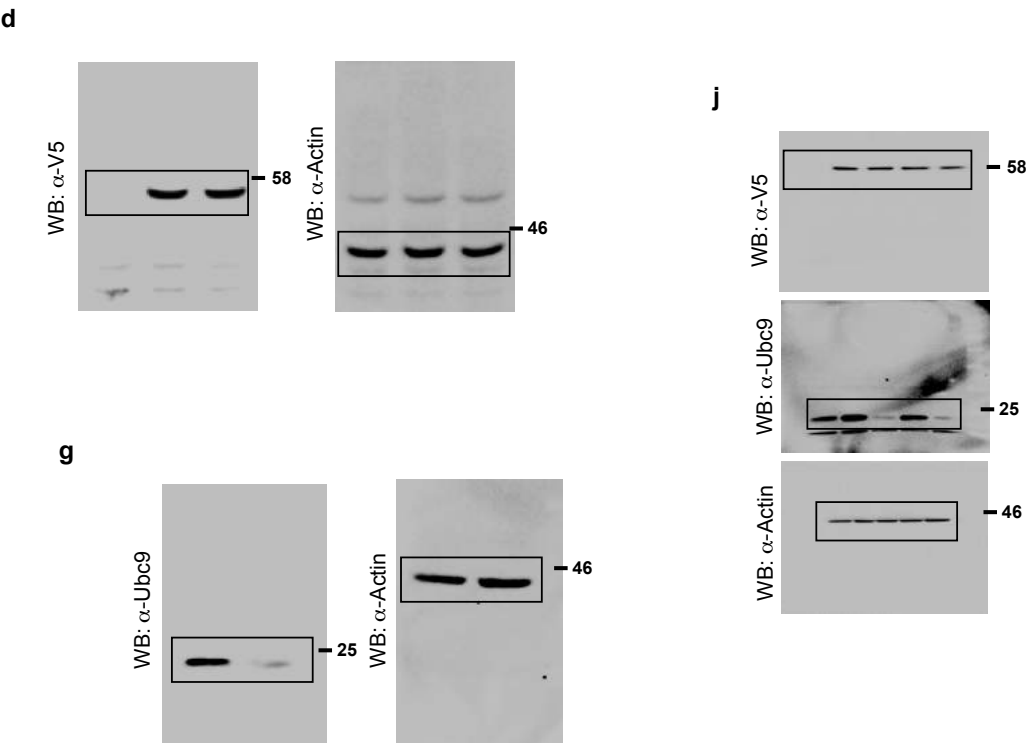

Figure. 4

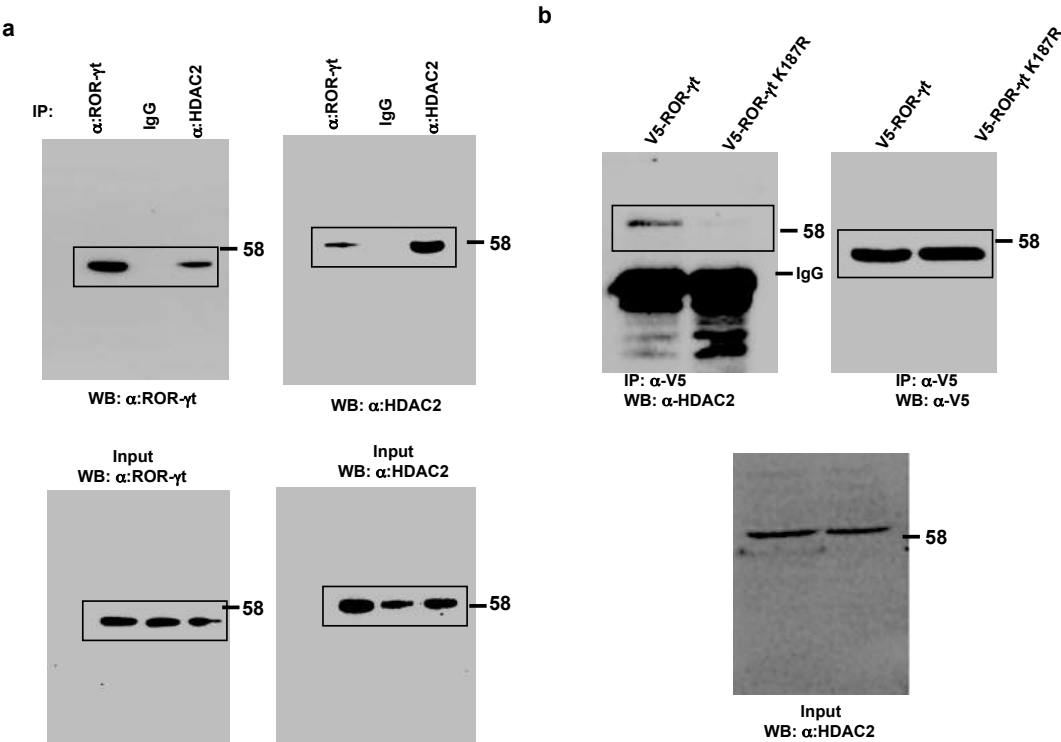

**Figure. 5**

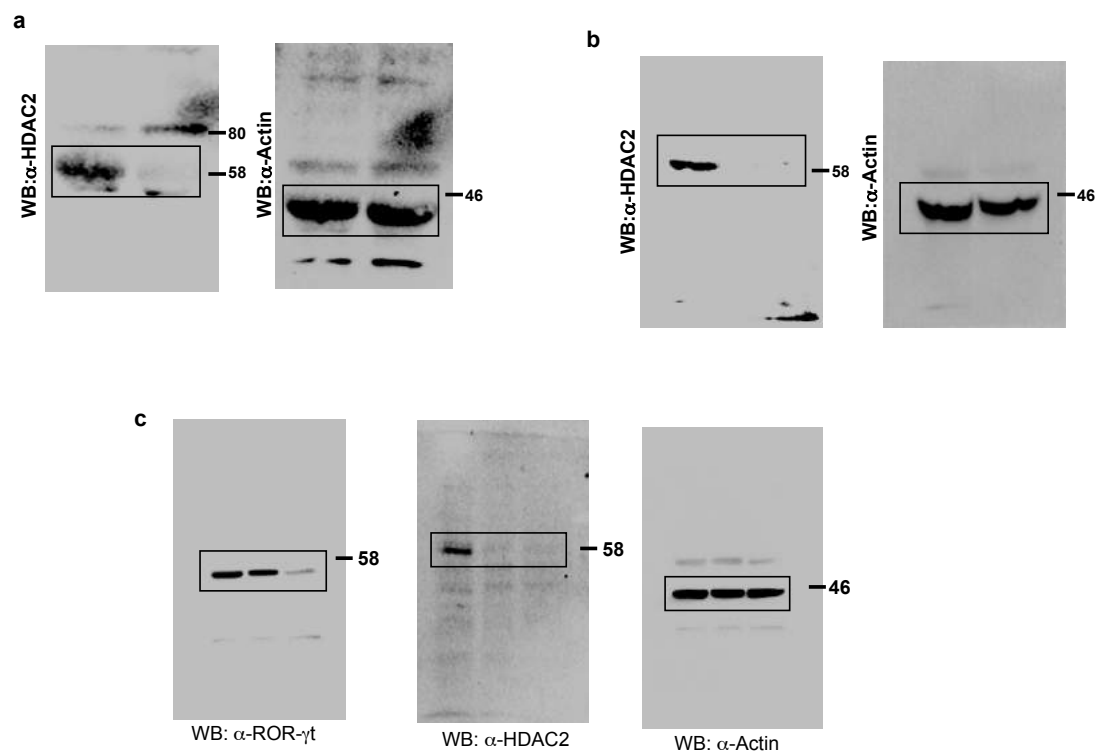

**Supplementary Figure. 1**

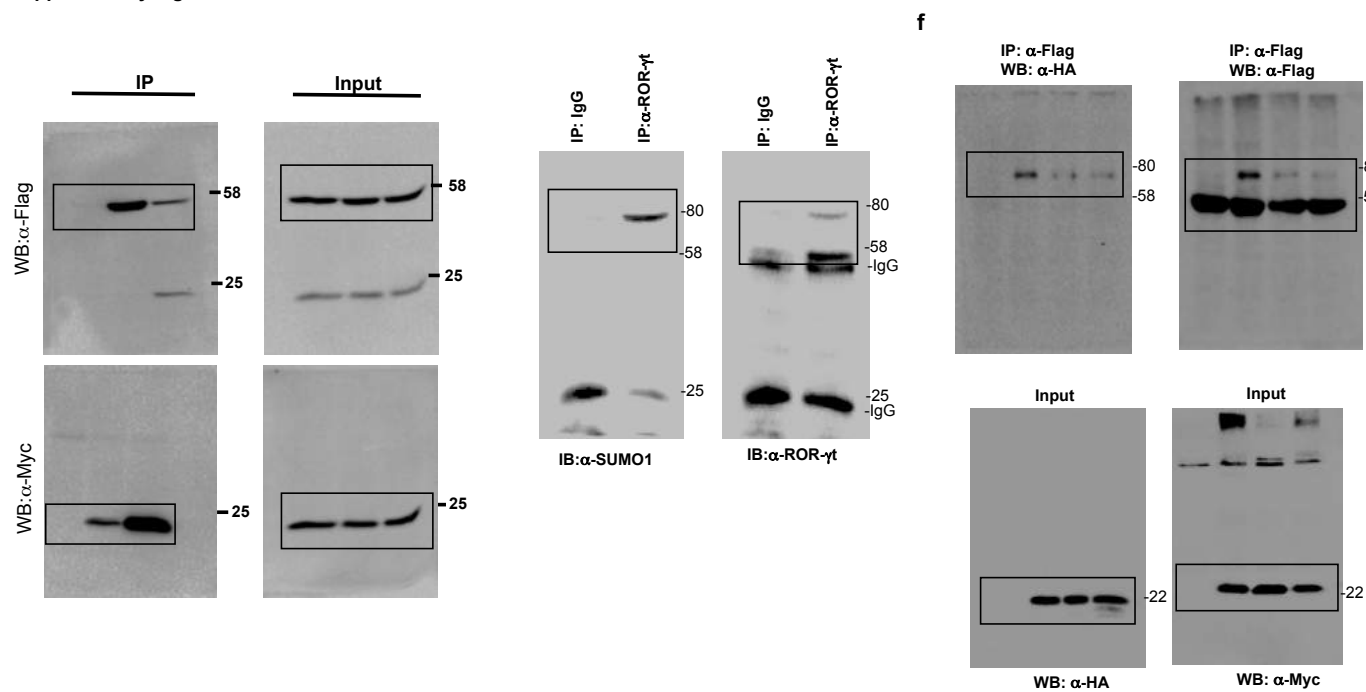

Supplementary Figure. 5

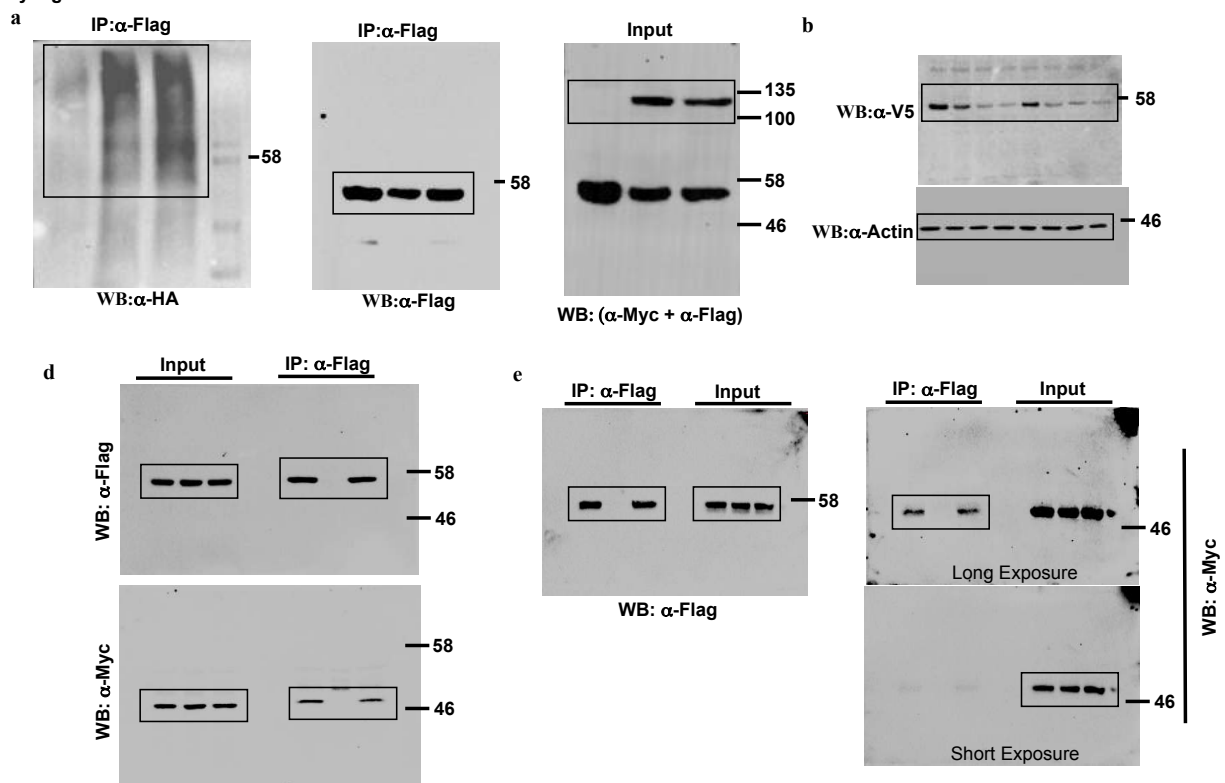

Supplementary Figure. 6

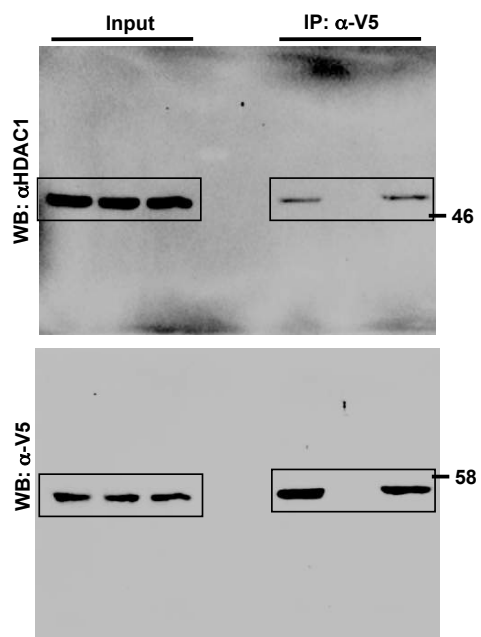

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

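RNA seq was compared between 4 samples of ROR-γt−/− T cells expressing WT-ROR-γt and 4 expressing K187R-ROR-γt, differentiated under Th17-inducing conditions. The authors trimmed, aligned and counted the reads with Cutadapt, HiSat2 and featureCounts on GRCm38 with GENCODE M15 and used DESeq2 for differential expression. The deposited values are a signal per gene, the reads counted on it divided by 1 size factor per sample, for 22829 genes. No column of per-sample values was left unused.

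The reads were recovered by dividing each value by what 1 read was worth in its sample. The largest deviation from a whole number was 0.000296 of a read, and the size factors equalled those recomputed by DESeq2 to a relative difference of 1.11e-10. Because the deposited values are not counts, the main test was limma on log2(normalized count + 1), lmFit followed by eBayes with a trend, over the 16982 genes with a mean of at least 10. The Benjamini-Hochberg method was used with a threshold of 0.05. Reads per sample ranged from 52456804 to 74676721, and 3 reads correspond to 2.54 to 3.56 normalized counts. No gene took more than 2.46% of the reads of a sample. Lower counts have a wider relative counting error. The recovered reads were used in edgeR's quasi-likelihood test and in DESeq2 as alternatives. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

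Condition and replicate number of each sample were taken from the labels and the paper. The pairing by replicate number comes from the labels alone, which number both groups from 1 to 4; the paper's text names no pairing of the RNA seq samples. The genes named in the text were fixed by a rule before the data were examined, as were the tests, the gene lists and the alternatives that are called preset. The rule takes the genes of Fig. 2a, genes the paper names elsewhere, members of the gene lists where reported, and the 5 genes with the largest change in each direction among those past the threshold that separate the groups completely. Since no gene passed, it takes the 5 with the smallest p-value in each direction that separate completely. Il17a and the other single genes and the scores were tested by exact two-sided permutation of the 8 samples, by exact sign flips of the 4 pairs, and by exact permutation within the 3 sets of samples. A score is the mean log2 value of a gene list in a sample.

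The preset alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 50, quantile normalization, median centring, eBayes without trend, sample weights, the replicate number as a block, each sample left out, edgeR, DESeq2, an adjusted p-value under 0.01, and an absolute log2 fold change of at least 1. The sample set as a factor and the permutation within sets were added after the data were seen. So were edgeR and DESeq2 with the set or with the replicate block.

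The scripts' methods were tested on simulated data, counts for 16982 genes with the means and depths of the real samples and 200 genes changed. With gene-wise dispersions limma recovered 77% of the changed genes, edgeR 76% and DESeq2 80%, and unchanged genes made up 5.52%, 5% and 19.6% of their calls. With the replicate block these shares of unchanged genes were 6.54% for limma, 6.49% for edgeR and 30.4% for DESeq2. The test at first set 1 upper bound on this share for every method. After DESeq2 exceeded it, the bound was kept for limma and edgeR, and a second simulation without gene-wise spread of the dispersions was added, in which the share was 18.8% for DESeq2 and 16.6% for DESeq2 with the block.

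Coordinates are those of GRCm38 with GENCODE M21, used in place of M15; 22784 of the listed identifiers are in it and 45 are not. The listed symbols equal those of the annotation for 22140 genes. Gene lists use symbols, of which 18 stand for more than 1 listed gene. Real-time PCR, ELISA, reporter and animal data of the paper were not analysed here. Some results are not reported here.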

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

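The tests in this part were chosen only after the results were seen.

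Xist, the X-chromosome transcript made by cells with more than 1 X chromosome, is not discussed in the paper. It lies on chromosome X from 103460366 to 103483254, and 12.6% of its exonic bases overlap other genes, Tsix among them. Its normalized count was 17290 in WT replicate 2, 17373 in K187R replicate 2 and 13564 in K187R replicate 3, and between 3.56 and 23.7 in the other 5 samples. These 3 samples are the samples of set 2. A candidate explanation is that they hold cells of both sexes. The mean log2 value of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) differed by -0.33 there, and the highest of the 3 samples was 12.27 and the lowest of the other 5 was 12.33 (exact two-sided permutation test, p = 0.0179). High Xist was found in 1 WT and 2 K187R samples (Fisher's exact test, p = 1), and with 3 such samples this test cannot give a p-value under 0.143, so a link with the form of ROR-γt was not testable. A mixture of cells from female and male animals remains as a hypothesis; the paper's text does not give the sex of the animals. The pair numbered 3 is divided by it, with high Xist in the K187R sample alone.

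Il22 was 2.61 normalized counts in WT replicate 4, at the floor of 3 reads, against 39.2 to 41.4 in the other WT samples, a gap wider than Dixon's test allows for 4 samples. A lower depth was tested: WT replicate 4 had 67794893 reads, which is not the fewest of its group. A difference shared by the samples numbered 4 was also tested, and K187R replicate 4 had 1.78, the lowest of its group. The form of ROR-γt did not separate Il22 (exact two-sided permutation test, p = 0.629). What remains is a difference between the samples numbered 4, which are also set 3, and the others, and it may come from the animals, the culture or the library, which the labels do not tell apart.

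In K187R replicate 4 the mean log2 value of a list of 15 Th17 genes outside Fig. 2a was 10.70 and that of 10 proliferation genes was 11.92, each apart from the other K187R samples by the same test. WT replicate 4 was the lowest WT sample for both lists, at 10.43 and 11.83. With 67827288 reads, K187R replicate 4 was the deepest of its group, so a lower depth was not found. Here too a difference shared by the samples numbered 4 remains as a candidate explanation, and no biological explanation was tested. Of 54 groups of 4 samples examined in this way, 3 were past the critical value, where chance gives about 2.7.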

How the results depend on the processing

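The settings with the sample set, and those of edgeR and DESeq2 with the replicate block, were chosen only after the results were seen.

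The number of genes with an adjusted p-value under 0.05 was 0 in limma, with 746 at an unadjusted p-value under 0.05. It stayed 0 under both pseudocounts, without the filter, with a mean of at least 50, under quantile normalization and median centring, without trend, with the replicate block (2046 unadjusted), in edgeR (729 unadjusted) and in edgeR with the replicate block (1930 unadjusted). With an adjusted p-value under 0.01, or an absolute log2 fold change of at least 1, it could not rise above 0. It was 3 with sample weights (2 higher, 1 lower), with 3168 at an unadjusted p-value under 0.05. In DESeq2 it was 27 (15 higher, 12 lower), and with the replicate block 175 (118 higher, 57 lower). With the sample set it was 1 in limma and in edgeR (1 higher, 0 lower, and 1394 unadjusted in limma). With the sample set in DESeq2 it was 143 (106 higher, 37 lower). Across the 8 fits that each left out 1 sample it ranged from 0 to 4, with 0 to 1 higher and 0 to 3 lower, and 329 to 2181 genes at an unadjusted p-value under 0.05. The 4 genes, called without WT replicate 4, were Crem, Ifngr1, Rnf125 and Xkrx, and the 3 with sample weights were Ifngr1, Xkrx and Fam124b; Crem and Rnf125 are named after their values were seen. Of the 27 genes of DESeq2, 26 were also called with the replicate block, and 101 of the 175 were also called with the sample set. The cause of these changes was not tested within these data.

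Il17a, Il17f and Il23r kept their direction under all 24 alternatives. Their log2 fold changes ranged from 0.58 to 0.96 for Il17a, from 0.38 to 0.75 for Il17f and from 1.05 to 1.57 for Il23r. Under the preset alternatives their adjusted p-values ranged from 0.192 to 1.00, from 0.209 to 1.00 and from 0.111 to 1.00. In DESeq2 with the replicate block they passed the threshold at log2 fold changes of 0.74, 0.55 and 1.28 (adjusted p = 5.53e-07, 0.000223 and 0.00270 from DESeq2), and with the sample set at 0.61, 0.44 and 1.05 (adjusted p = 8.16e-06, 0.00770 and 5.99e-05 from DESeq2). Adjusted over the 9 genes of Fig. 2a alone, 1 gene passed in limma, 2 without the filter, 0 without trend and 0 in edgeR, 3 with sample weights, 4 with the replicate block, 2 in DESeq2, 4 in edgeR and 4 in DESeq2 with the replicate block, and 3 with the sample set in limma, edgeR and DESeq2. With 1 sample left out it was 0 to 3. Because the legend of Fig. 2a describes this list as upregulated genes of the same data, the values adjusted over it show no stability. Under no trend and edgeR the unadjusted p-value of Il17a was 0.0260 and 0.0203.

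The direction reversed for Il22 with sample weights (-0.18; -0.69 to 1.25 with 1 sample left out), for Csf2 with 1 sample left out (-0.026 to 0.40), for Ccl20 with sample weights (-0.11; -0.15 to 0.23 with 1 sample left out) and for Ccr2 with the sample set in limma, edgeR and DESeq2 (-0.035, -0.039 and -0.040). With the sample set the difference in the Th1 score became -0.019 and that in the Treg score 0.012. The cause was not tested. Il22 has no value with a mean of at least 50, since it is below that. In 39 other results a named gene passed the threshold in the same direction, most of them in DESeq2. The Fig. 2a score ranged from 0.27 to 0.80 (exact permutation p from 0.0857 to 0.371 under the preset alternatives), the highest value being on the scale of z scores. The pairing check, 0.45 as a mean over the 4 numbers, ranged from 0.30 to 0.49. Il22 is at or under 3 reads in both samples numbered 4, so its level there is not resolved.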

Differences from the paper's values

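The heatmap of Fig. 2a shows 1 value per group and gene on a colour scale without a stated unit, and it was read by eye as a log2 scale. For Il23r the paper's difference is about 1.9 in Fig. 2a, read by eye, against 1.27 here. Of the alternatives set before the data were examined, it came within the replicate spread with sample weights (1.45), without WT replicate 2 (1.57), without K187R replicate 1 (1.33) and without K187R replicate 4 (1.51), and with none of the others. For Csf2 the paper's difference is about 0.8 in Fig. 2a, read by eye, against 0.18 here, and the gap closed only without WT replicate 4 (0.40) among the alternatives set before the data were examined. For Ccr2 the paper's difference is about 1 in Fig. 2a, read by eye, against 0.22 here, and it closed with sample weights (0.47), without WT replicate 2 (0.50) and without K187R replicate 1 (0.40), and with none of the others set before the data were examined. For Batf the paper's difference is about 0.5 in Fig. 2a, read by eye, against 0.26 here, a gap within the uncertainty of the reading. None of the alternatives set before the data were examined brought it within the replicate spread.

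The paper states that Il17a, Il17f and Il23r were upregulated with K187R-ROR-γt. They were higher here, by 0.74, 0.55 and 1.27 on the log2 scale, but their adjusted p-value in limma was 0.921. They had an adjusted p-value under 0.05 over all genes in DESeq2 with the replicate block (5.53e-07, 0.000223 and 0.00270) and in DESeq2 with the sample set (8.16e-06, 0.00770 and 5.99e-05), settings chosen after seeing the values. Adjusted over the 9 genes of Fig. 2a alone, Il23r passed in limma (0.0457), Il17a and Il23r passed without the filter (0.0498 and 0.0345), in DESeq2 (0.0200 and 0.00354) and without K187R replicate 4 (0.0244 and 0.0173). All 3 passed over the list with sample weights, with the replicate block and without WT replicate 2, and also in edgeR and DESeq2 with the replicate block and in limma, edgeR and DESeq2 with the sample set, which were chosen after seeing the values. Over that list Batf passed with the replicate block in limma (0.0160), edgeR (0.0142) and DESeq2 (0.00670), the last 2 settings chosen after seeing the values, and it passed over all genes in none of the settings, where its smallest adjusted p-value was 0.122.

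The legend of Fig. 2a describes the genes of the heatmap as upregulated. The log2 fold changes of Il22, Csf2, Ccr2 and Ccl20 were 0.19, 0.18, 0.22 and 0.09 here, each within the spread between replicates, and none of the settings gave these genes an adjusted p-value under 0.05 over all genes or over the list.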

Other observations

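The tests of the list of other Th17 genes and of the interferon list without sample sets were chosen before their results were seen. Their tests within sample sets, and the other tests in this part, were chosen only after.

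The counts of genes were set against other splits of the samples. There are 35 splits of 8 samples into 4 and 4, of which 8 part all 4 same-numbered pairs, the real one included. In limma, 2 of these 8 splits gave at least 746 genes at an unadjusted p-value under 0.05. Beside the real split, the one that exchanges the labels of replicate 4 alone gave 1165. The remaining splits of these 8 gave 33 to 101. In DESeq2, 1 of the 8 splits, the real one, gave as many as 27 genes with an adjusted p-value under 0.05, and the next gave 19. With the replicate block, 2 of the 8 splits gave at least as many genes in limma (2046 unadjusted in the real split, 3644 in the other) and 2 of 8 in DESeq2 (175 and 1175). The other split was again the exchange of replicate 4. The remaining splits gave 141 to 636 genes in limma and 0 in DESeq2. Within the sample sets, 5 of the 18 regroupings gave at least as many genes in limma (1394 unadjusted in the real one, up to 3351 in the others). With an adjusted p-value under 0.05 it was 2 of 18 in limma (1 gene each) and 2 of 18 in DESeq2 (143 and 698). The remaining regroupings gave 0 to 40 genes in DESeq2. Neither 8 nor 18 regroupings can give a share under 0.05, so none of these counts can be told apart, at that level, from what regrouping the samples gives. The 27 splits that part fewer pairs gave from 28 to 4199 genes at an unadjusted p-value under 0.05; 11 of them gave at least 746, and 2 gave genes with an adjusted p-value under 0.05, up to 1209. Those splits place same-numbered samples in the same group. The groups separated completely for 249 genes higher and 168 lower in K187R, 2.46% of the genes tested. Chance gives 2.86% if all samples are independent, and since most same-numbered samples varied together, this expectation may not hold here.

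DESeq2 called genes where limma and edgeR called 0 (746 and 729 at an unadjusted p-value under 0.05). A candidate explanation is that DESeq2 calls more unchanged genes with 4 samples per group, and on simulated counts 19.6% of its calls were unchanged genes, against 5.52% for limma and 5% for edgeR. The simulated counts held no sample sets, unlike the real ones, and how many of the 27 calls are of this kind was not tested.

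Technical explanations were tested for the higher Il17a, Il17f and Il23r in K187R. With the sample set in limma the log2 fold change of Il17a was 0.61, against 0.74 without it, so the unequal share of the sets does not account for most of it. With the mean of 5 genes of myeloid cells (Lyz2, Cd14, Csf1r, Itgam and Adgre1) in the model it was also 0.61, so RNA from such cells does not either. The trend of fold changes on GC content and length gave -0.0020 for Il17a. Reads per sample did not differ between the groups (exact two-sided permutation test, p = 0.371), and the gene with most reads took at most 2.46% of a sample. A hypothesis that K187R-ROR-γt raises these genes goes with their direction in 4 of 4 same-numbered pairs and in 3 of 3 sets. Both counts use the same samples, and number 3 did not pair its samples, which lie in different sets. The tests of pairs and within sets gave 0.125 and 0.0556 for each gene, the smallest they can give. The exact permutation p without pairs or sets was 0.0571, 0.0857 and 0.0571, so these exact tests do not decide the hypothesis.

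A list of 15 Th17 genes outside Fig. 2a, written before the data were examined, had a mean log2 value of 10.65 ± 0.16 (SD, n = 4) in WT and 10.97 ± 0.18 (SD, n = 4) in K187R, a difference of 0.33, higher in 4 of 4 pairs. The exact permutation p was 0.0571 and 0.4 after adjustment over 7 lists (0.2 to 0.95 across the preset alternatives). Within sample sets the difference was 0.30, so their unequal share does not account for it. A wider Th17 response may be present, but these samples do not decide it. The interferon response list differed by 0.40, higher in 4 of 4 pairs, with an exact permutation p of 0.257 and 0.667 after adjustment. Within sample sets it differed by 0.27, and the p within sets was 0.0556 for this list as for the Th17 list, the smallest possible (0.194 after adjustment). Whether a response to the virus differs between the groups is not decided either. The differences of the Th1, Th2, Treg, proliferation and immediate early lists were 0.12, 0.14, -0.07, -0.23 and -0.17. Their exact permutation p-values were 0.743, 0.486, 0.714, 0.543 and 0.286. With 1 sample left out these differences ranged from 0.0056 to 0.24, 0.025 to 0.24, -0.15 to -0.0070, -0.44 to -0.10 and -0.30 to -0.11. Without WT replicate 4 the proliferation difference was -0.44 (exact permutation p = 0.0286, and 0.2 after adjustment).

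The genes with the smallest p-values that separated the groups completely were Fam124b (1.02), Xkrx (0.91), Il1r1 (0.88), Ggt1 (0.99) and Il17re (0.98) among those higher in K187R, as log2 fold changes, and Ifngr1 (-0.61), Abcg1 (-0.57), Vps37b (-0.54), Gpr171 (-0.46) and Nr4a2 (-0.47) among those lower. Their adjusted p-values in limma were 0.344 to 0.921, and DESeq2 called all 10 at an adjusted p-value of 0.0170 or less. Ifngr1, the gene of a chain of the interferon gamma receptor, fell from 19968 ± 2445 to 13032 ± 275 normalized counts (SD, n = 4 each). Il1r1, the gene of the interleukin 1 receptor, rose from 721 ± 139 to 1311 ± 96.7 (SD, n = 4 each). Of the exonic bases of Vps37b, 42.5% overlap genes on the other strand. Ccr6, chosen after its values were seen, had 1191 ± 393 in WT and 2399 ± 681 in K187R (SD, n = 4 each). It was the gene called with the sample set in limma (log2 fold change 0.90, adjusted p = 0.0157), and its adjusted p-value ranged from 2.36e-15 to 1.00 over the alternatives.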
